# Mitigating a TDP-43 proteinopathy by targeting ataxin-2 using RNA-targeting CRISPR effector proteins

**DOI:** 10.1038/s41467-023-42147-z

**Published:** 2023-10-14

**Authors:** M. Alejandra Zeballos C., Hayden J. Moore, Tyler J. Smith, Jackson E. Powell, Najah S. Ahsan, Sijia Zhang, Thomas Gaj

**Keywords:** Genetic engineering, Biotechnology, CRISPR-Cas9 genome editing

## Abstract

The TDP-43 proteinopathies, which include amyotrophic lateral sclerosis and frontotemporal dementia, are a devastating group of neurodegenerative disorders that are characterized by the mislocalization and aggregation of TDP-43. Here we demonstrate that RNA-targeting CRISPR effector proteins, a programmable class of gene silencing agents that includes the Cas13 family of enzymes and Cas7–11, can be used to mitigate TDP-43 pathology when programmed to target ataxin-2, a modifier of TDP-43-associated toxicity. In addition to inhibiting the aggregation and transit of TDP-43 to stress granules, we find that the in vivo delivery of an ataxin-2-targeting Cas13 system to a mouse model of TDP-43 proteinopathy improved functional deficits, extended survival, and reduced the severity of neuropathological hallmarks. Further, we benchmark RNA-targeting CRISPR platforms against ataxin-2 and find that high-fidelity forms of Cas13 possess improved transcriptome-wide specificity compared to Cas7–11 and a first-generation effector. Our results demonstrate the potential of CRISPR technology for TDP-43 proteinopathies.

## Abstract (web summary)

TDP43 proteinopathies are a devastating group of neurodegenerative disorders. Here the authors show that RNA-targeting CRISPR effector proteins can be used to mitigate TDP-43 pathology when targeting ataxin-2, a modifier of TDP-43-associated toxicity, and apply this to a mouse model.

## Introduction

The mislocalization and aggregation of TDP-43, a nuclear DNA/RNA binding protein involved in the regulation of transcription^1^, is a cardinal feature of a group of neurodegenerative disorders known as the TDP-43 proteinopathies^1–6^. This includes nearly all cases of amyotrophic lateral sclerosis (ALS)^2,4^, a disorder characterized by the deterioration of motor neurons in the brain and spinal cord^7^, as well as the most common subtype of frontotemporal dementia (FTD)^2,4^, a syndrome involving the degeneration of the frontal and/or temporal lobes of the brain. Though the exact pathological role of TDP-43 in ALS-FTD and other TDP-43 proteinopathies remains incompletely understood, it’s believed that its depletion from the nucleus and/or its abnormal deposition into cytoplasmic inclusions may give rise to gain and/or loss of functions that drive its toxicity^1,8–10^, a hypothesis supported by the discovery that its mutation is also associated with disease^11–14^.

However, despite its central role in neurodegeneration, numerous lines of evidence suggest that TDP-43 may not be an appropriate target for therapeutic silencing, as it plays a key role in numerous cellular processes^15^ and its depletion from cells can induce side effects^16–19^. Instead, various attempts have been undertaken to identify modifier(s) whose targeting can attenuate the apparent toxic effects induced by aberrant TDP-43 without affecting its underlying abundance^20–24^. One such modifier is ataxin-2^20,25,26^, a polyglutamine (polyQ)-containing RNA binding protein thought to be involved in regulating mRNA translation^27^ and stress granule (SG) assembly^26,28,29^ that, when mutated to carry an intermediate-length polyQ expansion^20,30,31^, also emerges as a risk factor for ALS^20,30,32–35^. Importantly, the potential for ataxin-2 as a therapeutic target is supported by several lines of evidence, including that its downregulation in yeast and flies decreases TDP-43-associated toxicity^20^ and that its genetic ablation in a rodent model of TDP-43 proteinopathy can mitigate pathological features without affecting TDP-43 expression^26^. Thus, strategies capable of modulating the expression of ataxin-2 may hold potential for ALS-FTD and other TDP-43 proteinopathies.

In addition to traditional gene silencing modalities, CRISPR technologies have emerged as effective platforms capable of perturbing the expression of a target gene^36–38^, including potentially ataxin-2. Among the CRISPR-based platforms that can be used for this goal are RNA-targeting CRISPR effector proteins^39–45^, which rely on an engineered CRISPR RNA (crRNA) molecule to recognize a target RNA sequence and facilitate its degradation by the CRISPR protein. This continuously expanding group of effector proteins includes: (i) the Cas13 family of enzymes^39,41–44^, which comprise four subtypes (a, b, c, and d) that each cleave RNA via their conserved higher eukaryotes and prokaryotes nucleotide-binding (HEPN) domains and (ii) Cas7–11^46^, a single-protein effector that likely originated from the fusion of a putative Cas11 domain and multiple Cas7 subunits^46^. Given their programmability and their capacity to knock down the expression of a target gene in mammalian cells^39,44^, we hypothesized that RNA-targeting CRISPR effectors could be harnessed to target ataxin-2 for the goal of attenuating a TDP-43 proteinopathy.

Here we show that, when programmed to target ataxin-2, RNA-targeting CRISPR effectors are capable of mitigating TDP-43 pathology. In addition to inhibiting the aggregation and transit of the TDP-43 protein to SGs, highly dynamic intracellular accumulations of protein and RNA that are thought to play a role in ALS-FTD^29,47,48^, we demonstrate that this class of CRISPR-based proteins can be harnessed to slow disease progression in vivo. Specifically, we find that delivering an ataxin-2-targeting Cas13 system to a mouse model of TDP-43 proteinopathy could decrease ataxin-2 mRNA in the brain and spinal cord, an outcome that we show improved functional deficits, increased survival, and reduced the severity of several neuropathological hallmarks. Further, we benchmark recently emerged RNA-targeting CRISPR effector platforms against ataxin-2 and find that high-fidelity forms of the Cas13 protein possess improved targeting specificity compared to Cas7–11 and a first-generation Cas13 protein. Our results demonstrate the potential of CRISPR technologies for TDP-43 proteinopathies and reinforce the ability of ataxin-2 to modify TDP-43 toxicity.

## Results

### Targeting ataxin-2 with RfxCas13d

Because of its ability to influence TDP-43-associated toxicity^20,25,26^, ataxin-2 has emerged as a potentially broadly applicable target for ALS-FTD, as TDP-43 pathology is observed in ~97% of ALS cases^1,4,5^ and ~45% FTD occurrences^1,2,4^. Given this, we sought to determine if RNA-targeting CRISPR effector proteins could be used to lower the expression of ataxin-2 to mitigate TDP-43-mediated toxicity (Fig. 1a). As overexpression of the human TDP-43 protein in mice can result in a phenotype reminiscent of ALS that can be attenuated by the knockout of its ataxin-2 gene^26^, we initially sought to target the mouse ataxin-2 (mATXN2) transcript to ensure that this strategy could be assessed in a validated rodent model.

**Fig. 1:**
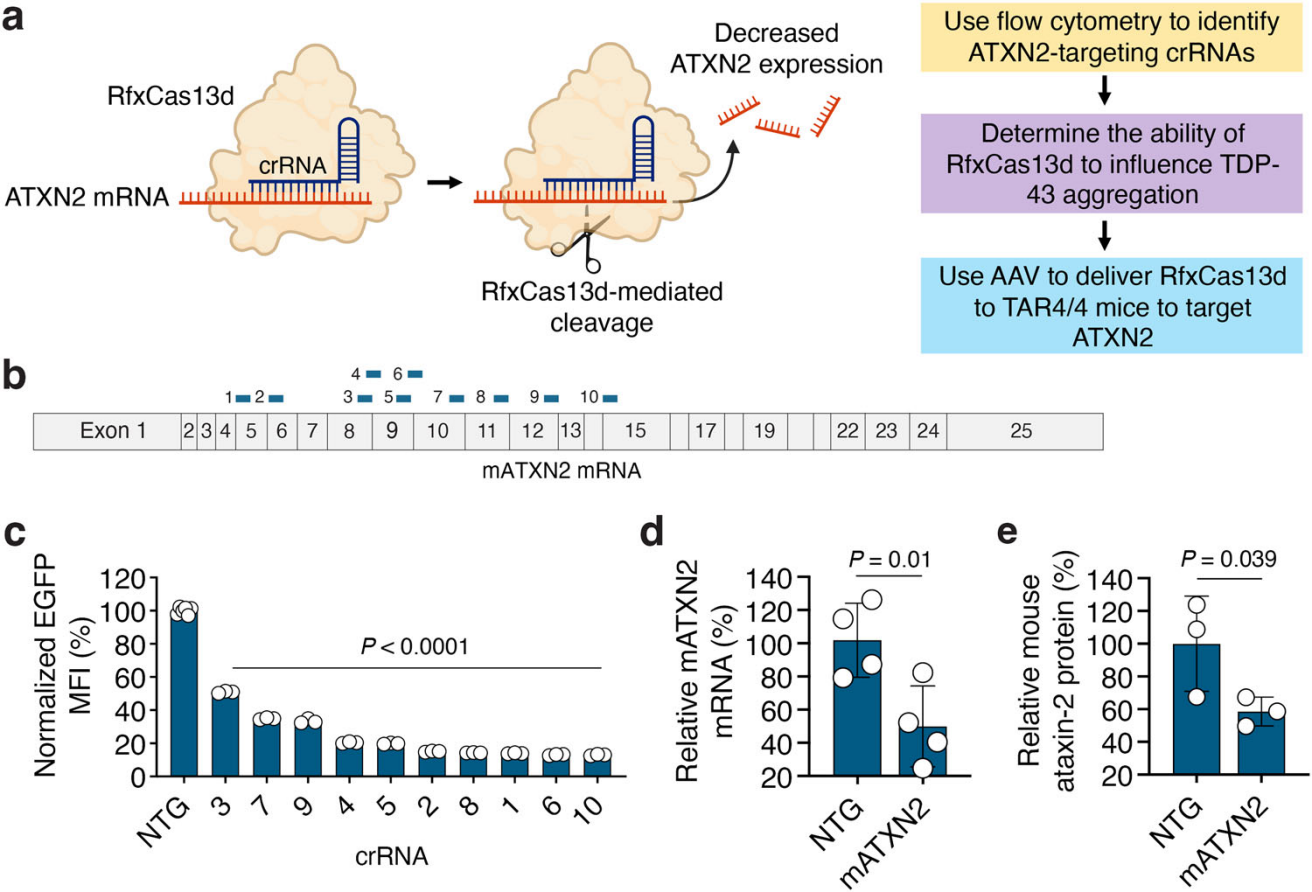
Programming RfxCas13d to target ataxin-2. **a** Overview of the strategy for targeting ATXN2 using RfxCas13d. **b** Schematic of the mature mouse ataxin-2 (mATXN2) mRNA and location of the crRNA (CRISPR RNA) binding sites (blue bars). **c** EGFP mean fluorescence intensity (MFI) in HEK293T cells transfected with mATXN2-T2A-EGFP alongside RfxCas13d and each mATXN2-targeting crRNA. Data are normalized to MFI from cells transfected with mATXN2-T2A-EGFP, RfxCas13d, and a non-targeted (NTG) crRNA (*n* = 3). **d**, **e** Relative (**d**) mATXN2 mRNA and (**e**) ataxin-2 protein from Neuro2A cells transfected with RfxCas13d and crRNA-10 at 48 hr post-transfection. Data are normalized to cells transfected with RfxCas13d and a NTG crRNA (*n* = 4 for mRNA, *n* = 3 for protein). All data points are biologically independent samples. Values represent means and error bars indicate SD. Data were compared using a one-tailed unpaired *t*-test, with the exact *P*-values shown.

To target the mATXN2 mRNA, we first used the Cas13d nuclease from *Ruminococcus flavefaciens* XPD3002 (RfxCas13d)^44^, a programmable RNA-targeting CRISPR effector protein that we^49^ and others^50,51^ have demonstrated can silence target gene expression in the nervous system. To facilitate the identification of crRNAs for mATXN2 in a relatively high-throughput manner, we created a reporter plasmid carrying the mATXN2 protein-coding sequence fused to an enhanced green fluorescence protein (EGFP) variant via a self-cleaving T2A peptide, which links mATXN2 expression to EGFP fluorescence, thereby enabling us to assess RfxCas13d-mediated targeting by flow cytometry. We then designed ten crRNAs to target mATXN2, focusing on the region corresponding to exons 5 to 15 (Fig. 1b and Supplementary Fig. 1). As computational methods capable of predicting active crRNAs for RfxCas13d were not available at the time we initiated this study, we based this targeting strategy on our prior results^49^, which indicated that crRNAs designed to bind a region equivalent to this window could target their transcript efficiently.

Following the design of the crRNAs, we transfected human embryonic kidney (HEK) 293 T cells with expression vectors encoding RfxCas13d and a mATXN2-targeting crRNA alongside the mATXN2-T2A-EGFP-encoding plasmid. Based on flow cytometry, we found that all ten of the crRNAs decreased EGFP fluorescence by >50% compared to a non-targeted crRNA at 48 hr post-transfection (*P* < 0.0001; Fig. 1c and Supplementary Fig. 2), with the most active crRNA, the exon 15-targeting crRNA-10, found to decrease EGFP fluorescence by ∼87% (*P* < 0.0001; Fig. 1c). Conveniently, we also found that crRNA-6, a crRNA whose target in mATXN2 is perfectly homologous to the equivalent site in human ATXN2 (hATXN2), also substantially decreased EGFP fluorescence (*P* < 0.0001; Fig. 1c), indicating its potential as a platform for targeting the human ortholog.

We next evaluated if RfxCas13d could target the endogenous mATXN2 transcript and if its action in cells induced collateral effects, as RfxCas13d possesses an innate ability to *trans*-cleave non-target RNAs after engaging with its target substrate, an outcome that can lead to the non-specific degradation of bystander RNAs^52–56^.

To answer this first question, we transfected Neuro2A cells, a mouse neuroblastoma cell line, with RfxCas13d and crRNA-10, the most efficient mATXN2-targeting crRNA identified from our initial screen. According to qPCR, which we used to measure mATXN2 mRNA at 48 hr post-transfection, we found that RfxCas13d decreased mATXN2 mRNA by ~50% compared to cells transfected with a non-targeted crRNA (*P* < 0.05; Fig. 1d). A subsequent western blot further revealed that RfxCas13d decreased the mouse ataxin-2 protein in Neuro2A cells by ~42% at the same time-point (*P* < 0.05; Fig. 1e and Supplementary Fig. 3).

To measure if collateral effects were induced by targeting the endogenous mouse ataxin-2 transcript, we transfected Neuro2A cells with RfxCas13d and crRNA-10 alongside a mCherry-encoding surrogate reporter, whose fluorescence was used as a proxy for collateral activity. Because collateral *trans*-cleavage by RfxCas13d correlates with the expression profile of the target transcript^52,55^, mCherry fluorescence was expected to decrease with increased collateral effects.

Relative to cells transfected with mCherry alongside RfxCas13d and a non-targeted crRNA, we measured no difference in mCherry fluorescence intensity in cells transfected with RfxCas13d and crRNA-10 (*P* > 0.05; Supplementary Fig. 4). By contrast, we observed a ~17% decrease (*P* < 0.01) in mCherry fluorescence in cells transfected with RfxCas13d and a crRNA-targeting mouse DKK1 mRNA, a strongly expressed transcript whose targeting we predicted would induce collateral *trans*-cleavage (Supplementary Fig. 4). These latter measurements confirm the ability of this method to detect collateral effects in cells.

Thus, we find that RfxCas13d can be programmed to target the endogenous mATXN2 mRNA and that its action in Neuro2A cells did not induce measurable collateral effects according to a fluorescence-based reporter assay.

### RfxCas13d targeting can attenuate the formation of TDP-43 aggregates

In addition to its role in coordinating protein translation, the ataxin-2 protein can regulate the formation of SGs^26,28,29^, highly dynamic cytoplasmic structures that form in response to cellular stress and are implicated in various neurodegenerative disorders^29,47,48^. As knocking down ataxin-2 can reduce the susceptibility of TDP-43 to localize to SGs^26^, we determined if targeting ataxin-2 by RfxCas13d could also inhibit the recruitment of TDP-43 to these structures and decrease its propensity to form aggregates^26,28,29,57–59^.

Because TDP-43 does not strongly localize with SGs in Neuro2A cells^60^, we instead evaluated the ability of RfxCas13d to inhibit TDP-43 aggregation in HEK293T cells which, when treated with the osmotic and oxidative stressor sorbitol, can form TDP-43^+^ SGs^29,61,62^. To enable this experiment (Fig. 2a), we first determined the ability of RfxCas13d to target hATXN2 in HEK293T cells, a cell line whose ATXN2 gene carries 23 CAG repeats, a number below the 30–33 repeats that have emerged as a susceptibility factor for ALS^20,30,31^. Following their transfection with RfxCas13d and crRNA-6, the crRNA whose target in the mATXN2 mRNA matches the equivalent site in the human ortholog, we used qPCR and western blot to measure the relative abundance of the hATXN2 mRNA and the ataxin-2 protein, respectively. From these measurements, we found that RfxCas13d decreased both products in HEK293T cells by ~40% at 48 hr post-transfection (*P* < 0.05 for both; Fig. 2b, c and Supplementary Fig. 5).

**Fig. 2:**
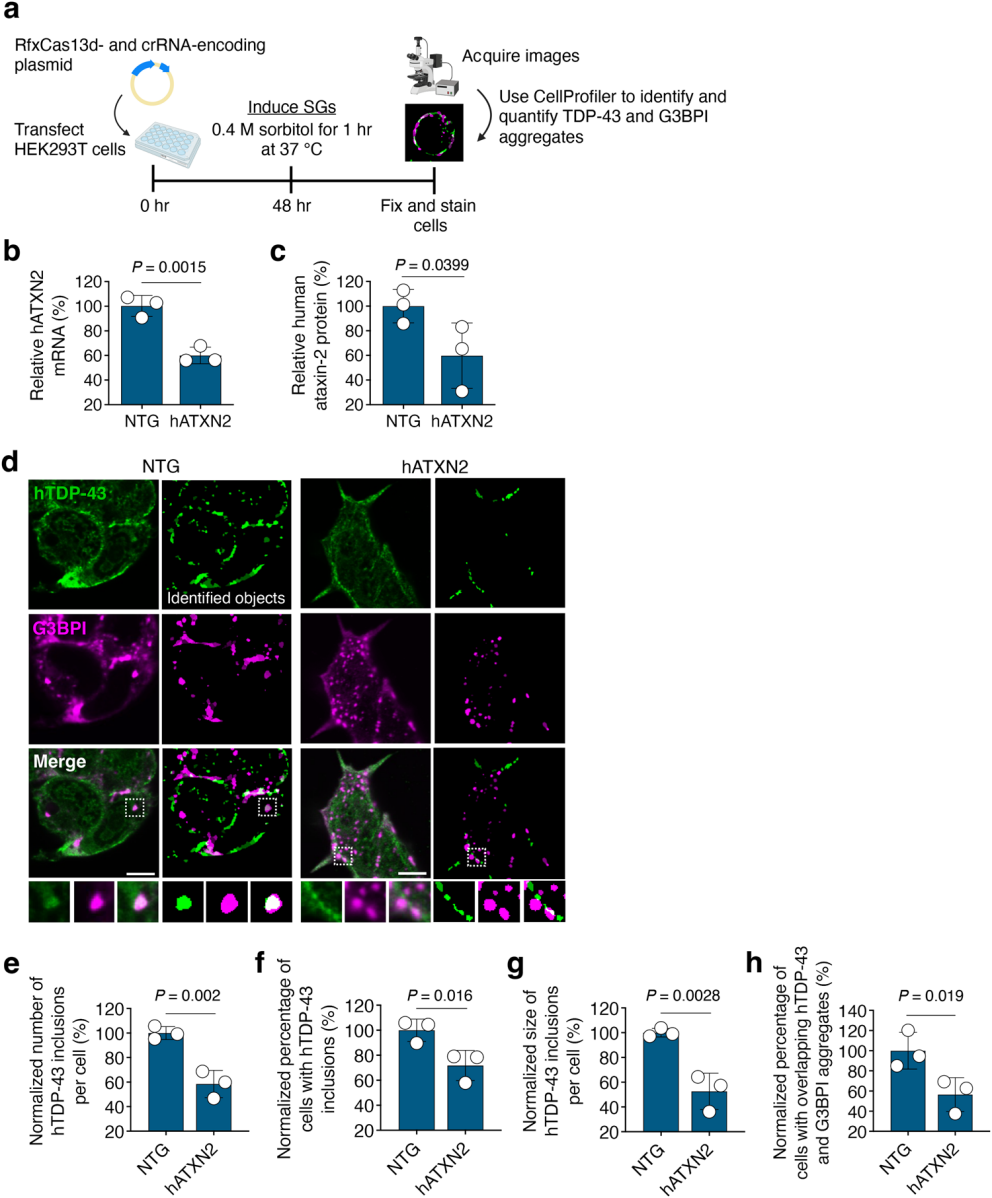
RfxCas13d targeting reduces TDP-43 aggregation. **a** Overview of the workflow for analyzing TDP-43 aggregation. **b**, **c** Relative (**b**) human ataxin-2 (hATXN2) mRNA and (**c**) ataxin-2 protein from HEK293T cells transfected with RfxCas13d and the hATXN2-targeting crRNA-6. Data are normalized to cells transfected with RfxCas13d and a non-targeted (NTG) crRNA (*n* = 3). **d** Representative immunofluorescent staining of HEK293T cells 48 hr after transfection with RfxCas13d and crRNA-6 and after treatment with sorbitol. CellProfiler was used to quantify sorbitol-induced TDP-43- and G3BPI-immunoreactive aggregates. A mask portraying the identified objects, with TDP-43 foci in green and G3BPI foci in magenta, is shown. Overlapping TDP-43^+^ foci and G3BPI^+^ foci were identified using the Relate Objects module, as depicted. >300 cells were analyzed per replicate. G3BPI, the stress granule (SG) marker Ras-GAP SH3-domain-binding protein 1. Scale bar, 5 µm. Images were captured using identical exposure conditions. **e**–**h** Quantification of (e) the number of TDP-43^+^ foci per individual cell; (**f**) the percentage of cells expressing one or more TDP-43^+^ inclusions^;^ (**g**) the area occupied by TDP-43^+^ foci divided by the number of cells analyzed per image; (**h**) the percentage of cells identified as positive for both G3BPI and TDP-43 inclusions. All data are normalized to cells transfected with RfxCas13d and a NTG crRNA. All data were acquired at 48 hr post-transfection (*n* = 3). All data points are biologically independent samples. Values represent means and error bars indicate SD. Data were compared using a one-tailed unpaired *t*-test, with the exact *P*-values shown.

To determine whether targeting the endogenous human ATXN2 transcript induced collateral effects, we next transfected HEK293T cells with RfxCas13d and crRNA-6 alongside an mCherry-encoding surrogate reporter, whose fluorescence was again used as a proxy for collateral *trans*-cleavage. Similar to our findings from Neuro2A cells, we measured no difference in mCherry fluorescence intensity in cells transfected with RfxCas13d and crRNA-6 versus the control (P > 0.05; Supplementary Fig. 6), though cells transfected with RfxCas13d and a validated crRNA for RPL4^63^, a strongly expressed transcript whose targeting by RfxCas13d can induce collateral effects^63^, were observed to have a ~50% reduction in mCherry fluorescence (*P* < 0.0005; Supplementary Fig. 6). These results demonstrate that RfxCas13d can target ATXN2 in a human cell line without inducing a significant degree of collateral effects via a fluorescence-based reporter assay.

We next determined if targeting hATXN2 by RfxCas13d could affect TDP-43 aggregation. HEK293T cells were therefore transfected with RfxCas13d and crRNA-6, the hATXN2-targeting crRNA, and exposed to 0.4 M of sorbitol for 1 hr at 48 hr post-transfection (Fig. 2a), the same time-point used to measure that RfxCas13d decreased the ataxin-2 protein by ~40% (Fig. 2c and Supplementary Fig. 5). Through an immunofluorescence-based analysis that utilized CellProfiler^64^ to identify TDP-43^+^ aggregates, we measured that HEK293T cells transfected with RfxCas13d and crRNA-6 had a ~42% decrease in the relative number of TDP-43-immunoreactive inclusions per cell compared to the controls, which were transfected with RfxCas13d and a non-targeted crRNA (*P* < 0.005; Fig. 2d, e). Further, when paired with crRNA-6, we found that RfxCas13d decreased the overall percentage of cells with detectable TDP-43 inclusions by ~28% (*P* < 0.05; Fig. 2d, f) and that, for cells with detectable TDP-43 inclusions, it reduced the average size of those inclusions by ~47% (*P* < 0.01; Fig. 2d, g). Critically, we also found that RfxCas13d decreased the number of cells with foci positive for both TDP-43 and the SG marker G3BPI^65,66^ (Ras-GAP SH3-domain-binding protein 1) by ~43% (P < 0.05; Fig. 2d, h), providing evidence that RfxCas13d-mediated targeting of hATXN2 decreased the transit of TDP-43 to SGs.

We next determined whether targeting hATXN2 could influence the aggregation of TDP-43 protein variants that have been linked to ALS^11^. To this end, HEK293T cells were transfected with RfxCas13d and crRNA-6 alongside one of three reporter plasmids each expressing a distinct TDP-43 variant with a propensity to misfold and aggregate^67,68^: TDP-43^A315T^, TDP-43^G298S^ or TDP-43^M337V^. To enable the microscopic visualization of TDP-43 aggregation, each variant was fused to the yellow fluorescent protein (YFP). Notably, these three TDP-43 mutations are among the five most common ALS-linked mutations in TDP-43, with each mutation located outside of the RNA recognition motif (RRM) domain that is believed to mediate an RNA-dependent association with the ataxin-2 protein^20^. Thus, based on these insights and prior studies^20,23^, we expected each variant to retain its ability to interact with ataxin-2.

According to our immunofluorescent analysis, which was conducted at 48 h post-transfection, we found that RfxCas13d decreased the size of the YFP-TDP-43 inclusions, though the extent varied based on the mutation. In the case of TDP-43^A315T^, RfxCas13d decreased the average size of the inclusions by ~41% (*P* < 0.01; Supplementary Fig. 7) and reduced the average number of these inclusions per transfected cell by ~45% (*P* < 0.01; Supplementary Fig. 7) while, for TDP-43^G298S^ and TDP-43^M337V^, RfxCas13d decreased the average size of inclusions by only ~15% (*P* < 0.05 for both; Supplementary Fig. 7).

To investigate this difference further, we analyzed hATXN2 expression in cells transfected with each TDP-43-YFP variant, finding no difference in the relative abundance of hATXN2 mRNA in cells transfected with TDP-43^A315T^, TDP-43^G298S^ or TDP-43^M337V^ versus the controls (*P* > 0.05 for all; Supplementary Fig. 8a), however, we did observe that inclusions for TDP-43^G298S^ and TDP-43^M337V^, which were less effectively reduced by RfxCas13d than TDP-43^A315T^, were both ~2.5-fold larger in size than those for TDP-43^A315T^ (*P* < 0.001 for both; Supplementary Fig. 8b), indicating that the size of the inclusions themselves could potentially affect the efficacy of this approach.

Finally, to rule out the possibility that the reduction in YFP-TDP-43^+^ inclusions was attributable to collateral *trans*-cleavage of the YFP-TDP-43 transcript by RfxCas13d, we co-transfected HEK293T cells with RfxCas13d and crRNA-6 in the presence of the TDP-43-YFP reporter and an mCherry-encoding reporter. Flow cytometry revealed no difference in mCherry or YFP fluorescence intensity in cells transfected with RfxCas13d with crRNA-6 versus the controls (P > 0.05 for both; Supplementary Fig. 9), indicating that the reduction in the TDP-43 inclusions was likely not attributable to collateral effects.

Altogether, these results demonstrate that RfxCas13d-mediated targeting of hATXN2 can influence the aggregation of TDP-43, including TDP-43 variants linked to ALS.

### Targeting ATXN2 in vivo by RfxCas13d can reduce a TDP-43 pathology

We next sought to determine the therapeutic benefit of targeting ATXN2 by RfxCas13d in a transgenic mouse model of a TDP-43 proteinopathy, specifically homozygous TAR4/4 mice, which carry the wild-type human TDP-43 gene under the control of a murine Thy-1 promoter^69^, which preferentially expresses in neurons. TAR4/4 mice develop a quadriplegia phenotype reminiscent of ALS and have an average lifespan of ~24 days^69^, which can necessitate early intervention.

To deliver RfxCas13d in vivo, we used adeno-associated virus serotype 9 (AAV9) which, when administrated to neonatal mice via intravenous (IV)^70^ and intracerebroventricular (ICV)^71^ injections, can access neurons in the brain and spinal cord. However, prior to delivering RfxCas13d to TAR4/4 mice, we administered it to wild-type animals to evaluate its distribution and targeting in a non-neurodegenerative background. Postnatal day 1-2 (P1-P2) B6SJLF1/J mice were therefore infused with an AAV9 vector encoding RfxCas13d, driven by a CBh promoter, with either crRNA-10, the mATXN2-targeting crRNA identified from our initial screen (AAV9-CBh-RfxCas13d-mATXN2) or a non-targeted crRNA (AAV9-CBh-RfxCas13d-NTG; Fig. 3a). Because combining IV and ICV injections is an effective strategy for enhancing AAV9 delivery to the nervous system of neonatal mice^72–74^, AAV was administered via both the facial vein (7 × 10^11^ vector genomes [vg] per pup) and the lateral ventricles (8.4 × 10^10^ vg per pup; Fig. 3b).

**Fig. 3:**
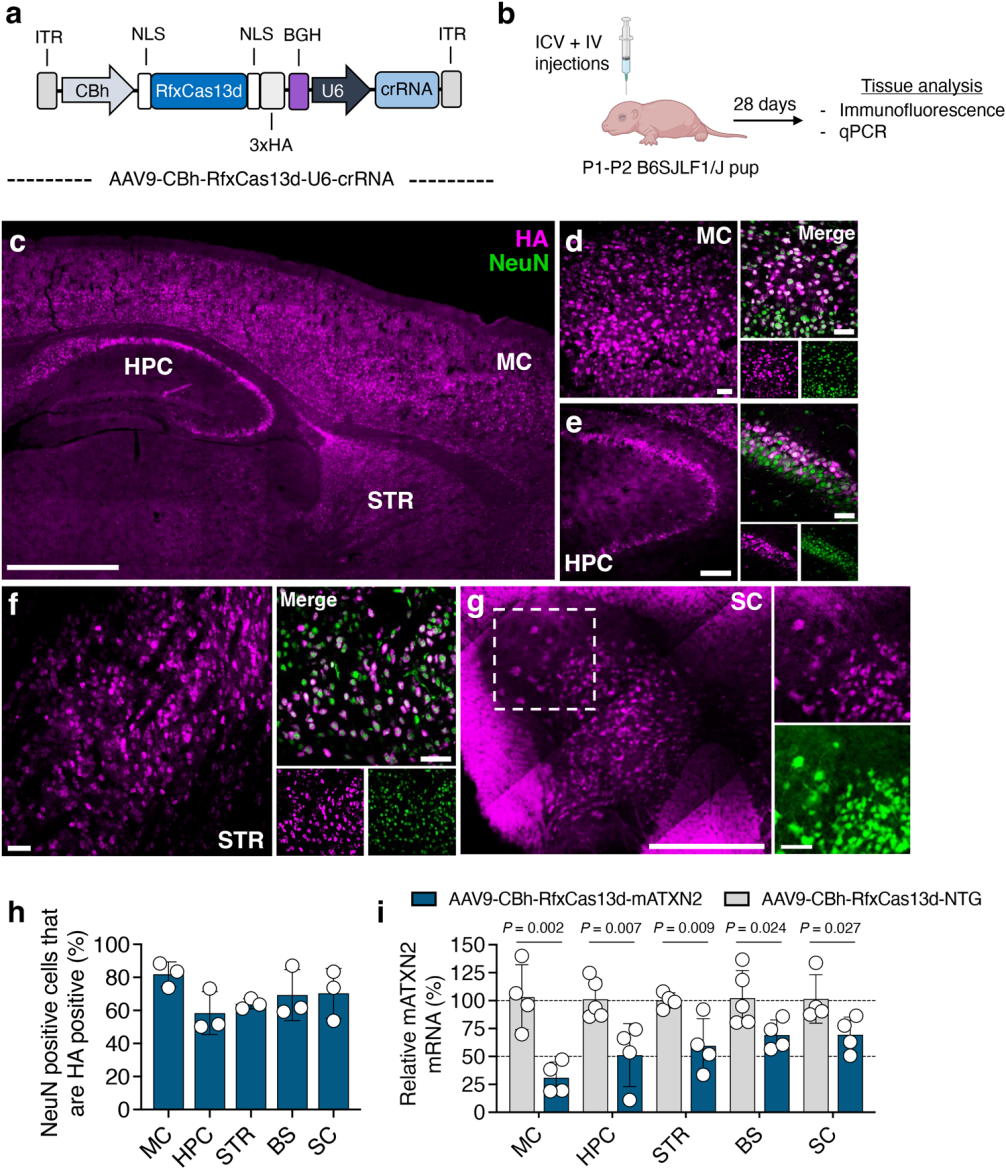
RfxCas13d reduces ATXN2 mRNA in the brain and spinal cord. **a** Schematic of the AAV vector encoding RfxCas13d and its crRNA. ITR, inverted terminal repeat; CBh, chicken β-actin promoter; NLS, nuclear localization signal; BGH, bovine growth hormone polyadenylation signal. **b** Overview of the experimental plan. ICV, intracerebroventricular; IV, intravenous. **c**–**g** Representative immunofluorescence staining of the **c** dorsal sagittal section of the brain (scale bar, 1 mm), **d** motor cortex (MC; scale bar, 50 µm), **e** hippocampus [HPC; scale bar, (left) 100 µm, (right) 50 µm], **f** striatum (STR; scale bar, 50 µm), **g** spinal cord [SC; scale bar, (left) 500 µm, (right) 100 µm]. **c**, **g** Images were acquired by tile-scanning using an AxioScan.Z1 (Carl R. Woese Institute for Genomic Biology, Univ. Illinois) and subsequently stitched together to display a larger view. **h** Quantification of the percentage of NeuN^+^ cells positive for the HA epitope tag. Values represent means and error bars indicate SD (*n* = 3). >104 NeuN^+^ cells counted were per replicate. **i** Relative mATXN2 mRNA in B6SJLF1/J mice injected with AAV9-CBh-RfxCas13d-mATXN2. Data are normalized to relative mATXN2 mRNA from B6SJLF1/J mice injected with AAV9-CBh-RfxCas13d-NTG. Values represent means and error bars indicate SD (*n* = 4 for the MC; *n* = 5 for NTG and *n* = 4 for mATXN2 in the HPC, *n* = 4 for the STR, *n* = 5 for NTG and *n* = 4 for mATXN2 in the BS; *n* = 4 for the SC). Data were compared using a one-tailed unpaired *t*-test, with the exact *P*-values shown. All analyses were conducted four weeks post-injection. All data points are biologically independent samples.

Using its hemagglutinin epitope (HA) tag for detection, we observed at four weeks post-injection that RfxCas13d was present throughout the brain, including in the motor, somatosensory, and visual cortices (MC, SSC and VC respectively), the brainstem (BS), the striatum (STR), the hippocampus (HPC), the cerebellum (CBM), and the spinal cord (SC; Fig. 3c–g and Supplementary Fig. 10a–g), with its expression largely confined to NeuN^+^ cells (Fig. 3d–h Supplementary Fig. 10a–g and Supplementary Fig. 11).

To evaluate targeting, we used qPCR to measure the relative abundance of mATXN2 mRNA in several of the most strongly transduced areas, including the MC, the HPC, the STR, the BS, the SC, and the VC. Compared to animals injected with the non-targeted vector, mice injected with AAV9-CBh-RfxCas13d-mATXN2 had a ~70%, a ~50%, a ~40%, a ~30%, a ~30% and a ~50% decrease in relative mATXN2 mRNA in the MC, the HPC, the STR, the BS, the SC, and the VC, respectively (*P* < 0.05 for the BS and SC; *P* < 0.01 for MC, HPC, STR; *P* < 0.001 for VC; Fig. 3i and Supplementary Fig. 10h), indicating that RfxCas13d could suppress mATXN2 expression in vivo.

We next determined whether targeting mATXN2 induced adverse effects. More specifically, we analyzed neuronal viability and neuroinflammation in wild-type B6SJLF1/J mice injected with AAV9-CBh-RfxCas13d-mATXN2 or AAV9-CBh-RfxCas13d-NTG. Within both the MC and the BS, we observed no difference in the number of NeuN^+^ cells or the number of GFAP^+^ and Iba1^+^ cells in mice injected with AAV9-CBh-RfxCas13d-mATXN2 versus the control vector (*P* > 0.05 for all; Supplementary Fig. 12). Though these results indicate that lowering mATXN2 did not affect neuronal viability or increase the proliferation of astrocytes or microglia for at least the first four-weeks post-injection in B6SJLF1/J mice, a more comprehensive and longer-term study is needed to conclusively determine the tolerability of this approach.

To determine whether RfxCas13d could influence TDP-43 pathology in vivo, we injected TAR4/4 mice at P1-P2 with AAV9-CBh-RfxCas13d-mATXN2 or AAV9-CBh-RfxCas13d-NTG using the same doses and dual administration strategy as implemented for B6SJLF1/J mice (Fig. 4a). In addition to abnormal gait and severe tremors, which typically begin manifesting at P14^69^, TAR4/4 mice display a rapid and progressive decline in motor function and develop increasingly severe kyphosis^69^, defined as a hunched posture resulting from a curved spine. We therefore monitored these phenotypes, as well as weight and lifespan, which are also adversely affected in TAR4/4 mice^69^. Notably, the murine ATXN2 gene carries only a single CAG^75^ and therefore does not possess a polyQ expansion in its ataxin-2 protein.

**Fig. 4:**
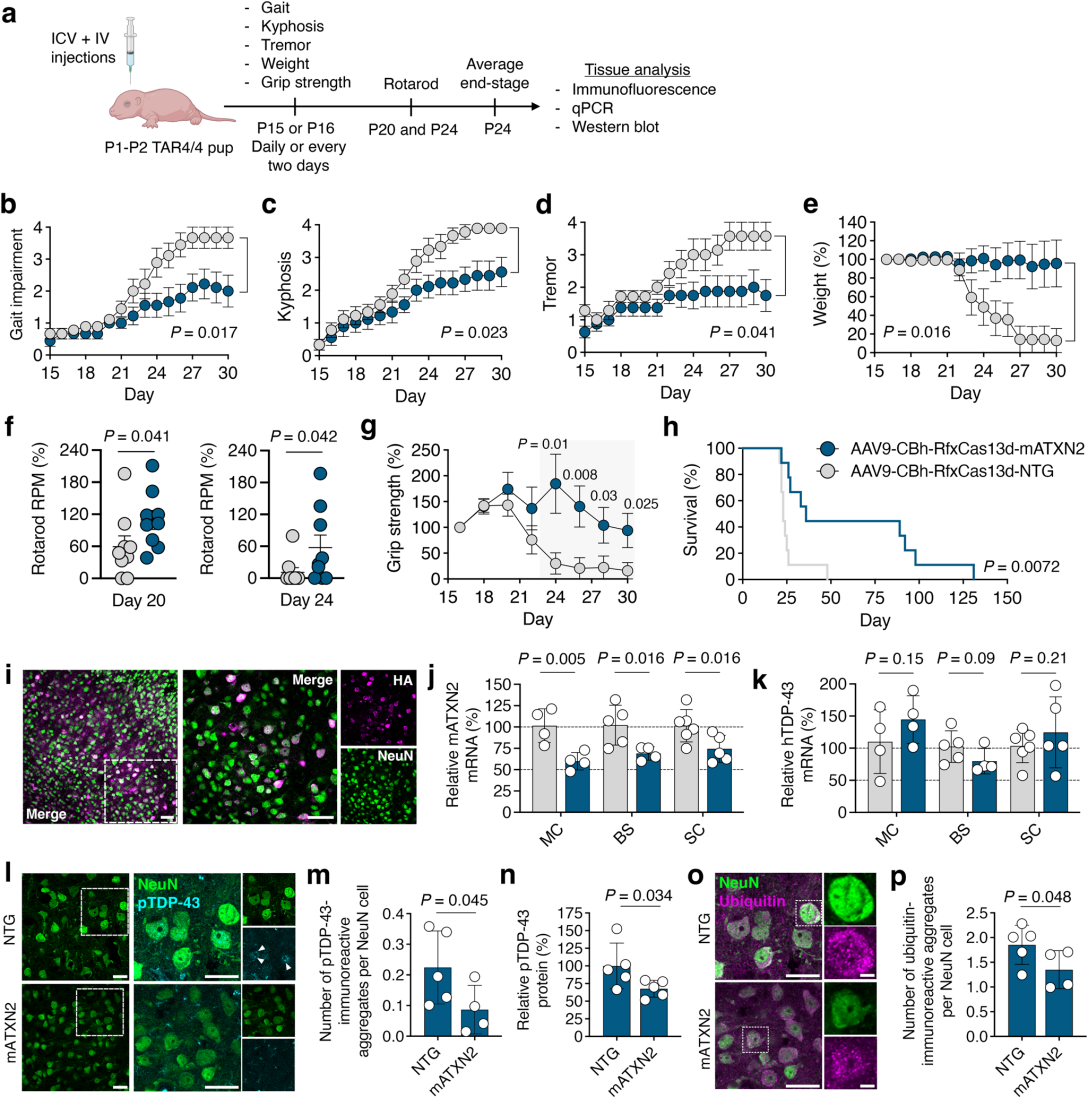
RfxCas13d improved deficits and neuropathological hallmarks in TAR4/4 mice. **a** Timeline. ICV, intracerebroventricular; IV, intravenous, **b** gait, **c** kyphosis, **d** tremor, **e** weight, **f** rotarod, **g** grip strength and **h** survival of TAR4/4 mice injected with AAV9-CBh-RfxCas13d-mATXN2 or AAV9-CBh-RfxCas13d-NTG. **b**, **c**, **e**, **f**, **g**, **h** *n* = 9 for mATXN2, *n* = 9 for NTG; **d** *n* = 8 for mATXN2, *n* = 7 for NTG. Mean values for each mouse were normalized to (**b**, **c**, **d**) day 15 or (**e**, **f**, **g**) day 16 values for the same subject. **b**–**g** Values represent means and error bars indicate SEM. **b**, **c**, **e** two-way ANOVA; **d** mixed-effects model using a Šidák correction; **f**, **g** one-tailed unpaired *t*-test; **h** Log-rank test. Exact *P*-values shown. **i** Immunofluorescence staining of the motor cortex (MC) in TAR4/4 mice. Scale bar, 50 µm. **j**, **k** Relative **j** mATXN2 and **k** hTDP-43 mRNA from TAR4/4 mice injected with AAV9-CBh-RfxCas13d-mATXN2. Data are normalized to TAR4/4 mice injected with AAV9-CBh-RfxCas13d-NTG (MC, *n* = 4; BS, *n* = 5 for NTG, *n* = 4 for mATXN2; SC, n = 6 for NTG, n = 5 for mATXN2). **l** Immunofluorescence staining of NeuN and pTDP-43 in the MC of TAR4/4 mice with (**m**) quantification. Arrowheads indicate pTDP-43-immunoreactive inclusions. Images were captured using identical exposure conditions. Scale bar, 25 µm (*n* = 5 for NTG, *n* = 4 for mATXN2). **n** Relative pTDP-43 protein in the MC from TAR4/4 mice injected with AAV9-CBh-RfxCas13d-mATXN2. Data are normalized to TAR4/4 mice injected with AAV9-CBh-RfxCas13d-NTG (*n* = 5). **o** Immunofluorescence staining of NeuN and ubiquitin in the MC of TAR4/4 mice with (**p**) quantification. Images were captured using identical exposure conditions. Scale bar, (left) 25 µm and (right) 5 µm. (*n* = 5 for NTG, n = 4 for mATXN2). **l**, **m**, **o**, **p**  > 150 cells analyzed per biological replicate. **j**, **k**, **m**, **n**, **p** All analysis conducted on end-stage tissue from TAR4/4 mice injected on P1-P2. Values represent means and error bars indicate SD. Data were compared using a one-tailed unpaired *t*-test. Exact *P*-values shown. All data points are biologically independent samples.

RfxCas13d was found to provide broad therapeutic benefit to TAR4/4 mice. Compared to control animals, mice infused with AAV9-CBh-RfxCas13d-mATXN2 had improved gait (*P* < 0.05; Fig. 4b), decreased kyphosis (*P* < 0.05; Fig. 4c), reduced tremors (*P* < 0.05; Fig. 4d) and increased weight (*P* < 0.05; Fig. 4e). Moreover, TAR4/4 mice treated by RfxCas13d possessed improved motor coordination and neuromuscular function, as animals infused with AAV9-CBh-RfxCas13d-mATXN2 attained higher maximum speeds on an accelerating rotarod (*P* < 0.05; Fig. 4f) and displayed improved forelimb grip strength (*P* < 0.05; Fig. 4g) relative to animals injected with the control vector. Additionally, and most strikingly, TAR4/4 mice treated by RfxCas13d were found to have a ~35-day increase in mean survival compared to the control mice (mATXN2: 61.56 ± 13.89 days; NTG: 26 ± 2.6 days; *P* < 0.05; Fig. 4h), with several treated TAR4/4 mice found to survive for over 80 days.

We next analyzed the distribution and targeting of RfxCas13d in TAR4/4 mice. Despite the progressive neurodegenerative phenotype that develops in TAR4/4 mice, RfxCas13d expression was observed in NeuN^+^ cells in the MC, BS, and the SC of end-stage TAR4/4 mice (Fig. 4i and Supplementary Fig. 13). qPCR further revealed that, relative to control animals, TAR4/4 mice treated with AAV9-CBh-RfxCas13d-mATXN2 had a ~40%, a ~30% and a ~25% decrease in mATXN2 mRNA in the MC, BS, and SC, respectively (*P* < 0.01 for MC and *P* < 0.05 for the BS and SC; Fig. 4j), indicating that RfxCas13d suppressed mATXN2 mRNA expression. Critically, qPCR also revealed no significant difference in the relative abundance of hTDP-43 mRNA in the MC, BS, and SC of the treated mice versus the controls (*P* > 0.05 for all; Fig. 4k), suggesting that RfxCas13d affected disease progression without significantly affecting the expression of hTDP-43.

Finally, we determined if RfxCas13d affected several of the neuropathological hallmarks that develop in TAR4/4 mice and are characteristic of aspects of ALS, hallmarks that include: (i) the loss of cortical and spinal cord neurons, (ii) the phosphorylation and aggregation of TDP-43, (iii) the accumulation of ubiquitinated inclusions, and (iv) the development of prominent microgliosis and astrogliosis^69^.

We first analyzed neuronal viability in TAR4/4 mice. Based on an immunofluorescent analysis that was conducted on tissue from end-stage animals, TAR4/4 mice injected with AAV9-CBh-RfxCas13d-mATXN2 were found to have ~23% more NeuN^+^ cells in the MC and ~36% more NeuN^+^ cells in the anterior horn of the lumbar spinal cord compared to mice infused with the non-targeted vector (*P* < 0.05 for both; Fig. 4l, Supplementary Fig. 14 and Supplementary Fig. 15).

We then evaluated whether RfxCas13d affected TDP-43 phosphorylation. According to an immunofluorescent analysis conducted with a phospho-TDP-43 (pTDP-43)-specific antibody that binds to the pathological species^76^, we found that mice infused with AAV9-CBh-RfxCas13d-mATXN2 had a ~61% decrease in the number of TDP-43-immunoreactive inclusions per NeuN^+^ cell in the MC (*P* < 0.05; Fig. 4l, m and Supplementary Fig. 14). A subsequent western blot analysis conducted with the same pTDP-43-specific antibody further revealed that mice treated by RfxCas13d also had a ~33% decrease in pTDP-43 protein in the MC compared to the controls (*P* < 0.05; Fig. 4n and Supplementary Fig. 16).

To determine if RfxCas13d affected the deposition of ubiquitin^+^ inclusions in TAR4/4 mice, we used an immunofluorescent analysis to quantify the number of ubiquitin-immunoreactive inclusions per NeuN^+^ cell in the MC, finding that TAR4/4 mice treated by RfxCas13d had a ~27% decrease in the average number of these inclusions per cell compared to control animals (*P* < 0.05; Fig. 4o, p and Supplementary Fig. 14).

Last, we examined neuroinflammation, measuring that TAR4/4 mice injected with AAV9-CBh-RfxCas13d-mATXN2 had a ~36% and a ~34% reduction in the number of Iba1^+^ and GFAP^+^ cells within layer V of the MC, respectively (*P* < 0.05 for both; Supplementary Fig. 17), indicating that RfxCas13d also reduced the proliferation of microglia and astrocytes.

Altogether, these results demonstrate that RfxCas13d can be delivered to the nervous system by AAV9, that RfxCas13d can lower mATXN2 mRNA in vivo, and that its action in TAR4/4 mice can improve impairments, slow disease progression, and affect hallmarks of TDP-43 pathology.

### High-fidelity Cas13 and Cas7–11 can target ataxin-2

Upon binding to a target RNA, RfxCas13d – like other Cas13 effectors – gains the ability to collaterally *trans*-cleave non-target RNAs^52,54–56^, an outcome that can lead to the non-specific degradation of bystander RNAs in cells. Because of this, high-fidelity (HiFi) forms of the protein have been developed that possess a reduced capacity to *trans*-cleave RNAs, but which still retain the ability to cleave their target transcript^63^.

Additionally, and in contrast to the Cas13 family of enzymes, DiCas7–11, a sub-type III-E effector protein from *Desulfonema ishimotonii*, has been found as capable of mediating RNA knockdown through a crRNA-dependent mechanism that is currently believed to pose minimal risk for inducing collateral effects in cells^46^. Given their features, we sought to determine if HiFi versions of the RfxCas13d protein, as well as DiCas7–11, could be used to target ataxin-2 and if their implementation would lead to fewer non-specific effects than with the native RfxCas13d protein.

The extent to which Cas13 enzymes can collaterally cleave non-target RNAs can correlate with the expression threshold of the target transcript^52–55^. Knowing this, we evaluated the targeting capabilities of three HiFi RfxCas13d variants, RfxCas13d-N1V7, -N2V7, and -N2V8, in addition to DiCas7–11, in HEK293T cells, which we transiently transfected with mATXN2-T2A-EGFP alongside mCherry, whose fluorescence was used to measure collateral effects.

Consistent with studies demonstrating that targeting transcripts with high expression thresholds can lead to robust collateral effects^52–56^, we measured that the native RfxCas13d protein reduced mCherry fluorescence by ~40–60% when programmed to target mATXN2-T2A-EGFP (*P* < 0.0001; Fig. 5a, Supplementary Fig. 2d and Supplementary Fig. 18). However, when paired with the same crRNAs, we observed that the HiFi forms of RfxCas13d reduced the severity of these collateral effects (Fig. 5a and Supplementary Fig. 2d), with RfxCas13d-N2V7 found as the variant most effective at decreasing mATXN2-T2A-EGFP without affecting mCherry fluorescence (*P* < 0.001 for EGFP; Fig. 5a).

**Fig. 5:**
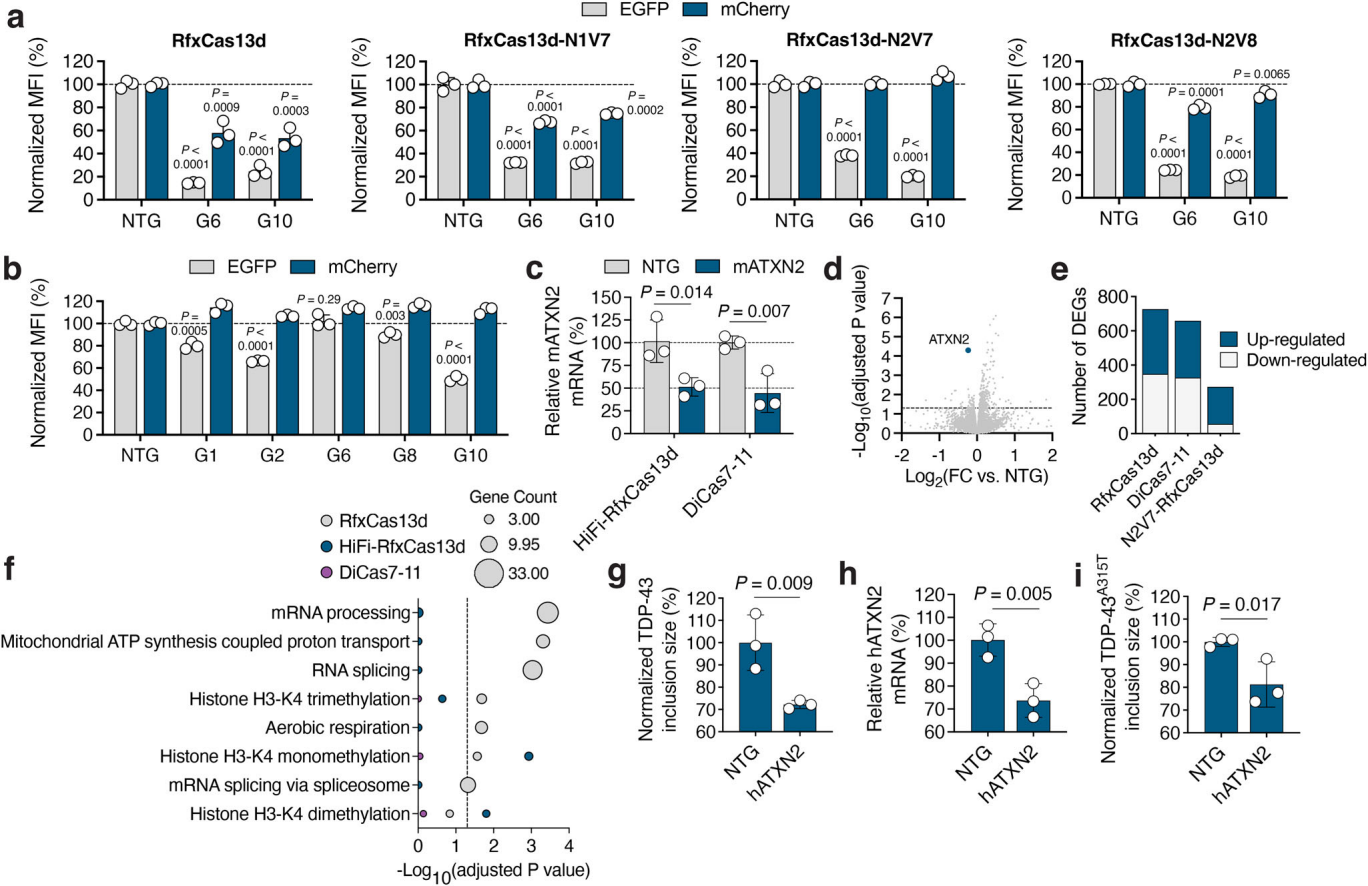
High-fidelity RfxCas13d and DiCas7–11 can target ATXN2. **a**, **b** EGFP and mCherry mean fluorescence intensity (MFI) in HEK293T cells transfected with mATXN2-T2A-EGFP and pCAG-mCherry with **a** an RfxCas13d variant or **b** DiCas7–11 and mATXN2-targeting crRNA. Data are normalized to MFI from cells transfected with mATXN2-T2A-EGFP and pCAG-mCherry with RfxCas13d or DiCas7–11 and a non-targeted (NTG) crRNA (*n* = 3). **c** Relative mATXN2 mRNA from Neuro2A cells transfected with RfxCas13d-N2V7 (HiFi-RfxCas13d) or DiCas7–11 and crRNA-10. Data are normalized to mATXN2 mRNA from cells transfected with each variant and a NTG crRNA (*n* = 3). **a**–**c** Data were compared using a one-tailed unpaired *t*-test. Exact *P*-values shown. **d** Volcano plot of RNA-seq comparing Neuro2A cells transfected with HiFi-RfxCas13d and crRNA-10 to HiFi-RfxCas13d and a NTG crRNA (*n* = 3). Line denotes FDR-adjusted *P* < 0.05. **e** Number of differentially expressed genes (DEGs) [>1-fold change (FC), FDR-adjusted *P*-value < 0.05] for each variant with crRNA-10 relative to Neuro2A cells transfected with each variant and a NTG crRNA (*n* = 3). **d**, **e** FDR-adjusted *P*-value was determined by a Global FDR correction across pairwise comparisons. **f** Gene ontology (GO) and biological process (BP) term analysis. Line denotes FDR-adjusted *P* < 0.05, which was used to determine enriched terms. **g** Immunofluorescent quantification of TDP**-**43 inclusion size in HEK293T cells transfected with HiFi-RfxCas13d and crRNA-6 and exposed to sorbitol. Data are normalized to cells transfected with RfxCas13d and a NTG crRNA (*n* = 3). >134 cells analyzed per replicate. **h** Relative hATXN2 mRNA from HEK293T cells transfected with HiFi-RfxCas13d and crRNA-10. Data are normalized to relative hATXN2 mRNA from cells transfected with HiFi-RfxCas13d and NTG crRNA (*n* = 3). **i** Immunofluorescent quantification of TDP-43^A315T^ inclusion size in HEK293T cells transfected with YFP-TDP-43^A315T^ and HiFi-RfxCas13d with crRNA-6. Data are normalized to cells transfected with YFP-TDP-43^A315T^ and HiFi-RfxCas13d with a NTG crRNA (*n* = 3). >81 cells analyzed per replicate. **g**–**i** Data were compared using a one-tailed unpaired *t*-test. Exact *P*-values are shown. Values represent means and error bars indicate SD. All data points are biologically independent samples.

Similarly, when programmed to target the same sequences as the RfxCas13d variants, we found that DiCas7–11 also decreased EGFP without diminishing mCherry fluorescence (Fig. 5b); however, for the pool of crRNAs that were examined, DiCas7–11 was observed as generally less efficient than the HiFi forms of RfxCas13d (Fig. 5b).

We next determined the ability of RfxCas13d-N2V7, hereafter referred to as HiFi-RfxCas13d, and DiCas7–11 to target the endogenous mATXN2 transcript. Neuro2A cells were thus transfected with each variant alongside crRNA-10, the mATXN2-targeting crRNA that we deployed in vivo. According to qPCR, which was conducted at 48 hr post-transfection, we found that HiFi-RfxCas13d and DiCas7–11 both lowered mATXN2 mRNA by ~50–55% (*P* < 0.05 for HiFi-RfxCas13d; *P* < 0.01 for DiCas7–11; Fig. 5c), which was on par with our measurements for the native RfxCas13d protein (Fig. 1d).

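The RNA-seq data cover 24 samples of Neuro2A cells, a mouse neuroblastoma line, in 8 groups of 3 biologically independent samples. For each of the 3 effectors, RfxCas13d, HiFi-RfxCas13d and DiCas7-11, a group received, by the sample labels, the mATXN2-targeting crRNA and another a non-targeted (NTG) crRNA, and RNA was collected 48 hr after transfection. The remaining groups are untransfected cells and cells given an antisense oligonucleotide (ASO) against ataxin-2. Reads were quantified by the authors with Salmon and summed to genes with tximport, and the deposited values are expected counts per gene, scaled by transcript length and not normalized for library size. The column names of the deposited table give the control and targeting arms of each effector as EV and G12, where the sample labels and Supplementary Data 1 give NTG and G10. Whether EV stands for the NTG crRNA or for an empty vector is not stated, so what the control arm received is in doubt; it is called NTG here after the sample labels. Columns were matched to samples by effector, arm and replicate number. The part of Supplementary Data 1 at hand, 761 genes, gives fold changes whose log2 values had a Pearson correlation across genes of 0.999 for RfxCas13d, 0.998 for HiFi-RfxCas13d and 0.996 for DiCas7-11 with those computed from the columns matched in this way. Genes are not independent replicates, and these correlations serve only to check the matching; they do not settle what the control arm received. The counts summed to between 12665725 and 22504999 per sample, with a median of 16478419. Of the 39253 genes listed, the 13901 with at least 0.5 CPM (library-size-scaled counts) in at least 3 samples were tested. Counts were rounded to whole numbers, normalized by the TMM method and tested with edgeR's quasi-likelihood test in a model of all 8 groups, with Benjamini-Hochberg adjustment within each comparison. The procedure of the paper, limma-trend with an adjustment over 10 comparisons together, was run beside it on the unrounded counts. The paper's text does not list the 10 comparisons, and the set used here is the 3 comparisons of mATXN2 with NTG, the 6 of a transfected group with untransfected cells and that of the ASO with untransfected cells.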

To compare their transcriptome-wide specificities, we conducted an RNA-seq analysis on Neuro2A cells transfected with RfxCas13d, HiFi-RfxCas13d and DiCas7–11 alongside their respective mATXN2-targeting crRNA. 

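Atxn2, the targeted gene (Entrez gene 20239), was measured in every sample. With RfxCas13d, its level was 114 ± 2.08 CPM (SD, n = 3) with the mATXN2-targeting crRNA and 122 ± 2.64 CPM (SD, n = 3) with the NTG crRNA. With HiFi-RfxCas13d, the levels were 101 ± 2.49 CPM and 119 ± 6.07 CPM (SD, n = 3 each), and with DiCas7-11 they were 103 ± 2.43 CPM and 118 ± 2.70 CPM (SD, n = 3 each). The log2 fold change was -0.10 for RfxCas13d (standard error 0.037), a decrease of 6.87%. By edgeR's quasi-likelihood test its p-value was 0.00969 without adjustment. With Benjamini-Hochberg adjustment over all genes tested, it was 0.178 and not past the threshold of 0.05. For HiFi-RfxCas13d the log2 fold change was -0.23 (standard error 0.037, adjusted p = 0.00157 from the same edgeR test and adjustment), a decrease of 14.8%. For DiCas7-11 it was -0.20 (standard error 0.037, adjusted p = 0.00557 from the same edgeR test and adjustment), a decrease of 13.0%. With each effector, all 3 samples with the mATXN2-targeting crRNA lay below all 3 with the NTG crRNA (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). For DiCas7-11, the adjusted p of the edgeR test with Benjamini-Hochberg adjustment was 0.0707 without NTG replicate 2, 0.0590 without mATXN2 replicate 1 and 0.0804 with only the 6 samples compared, the highest of the alternatives. Testing every gene with a nonzero count moved it most in proportion, to 1.59e-04. For HiFi-RfxCas13d, no library left out moved the adjusted p past 0.0250.

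**Figure D1:**
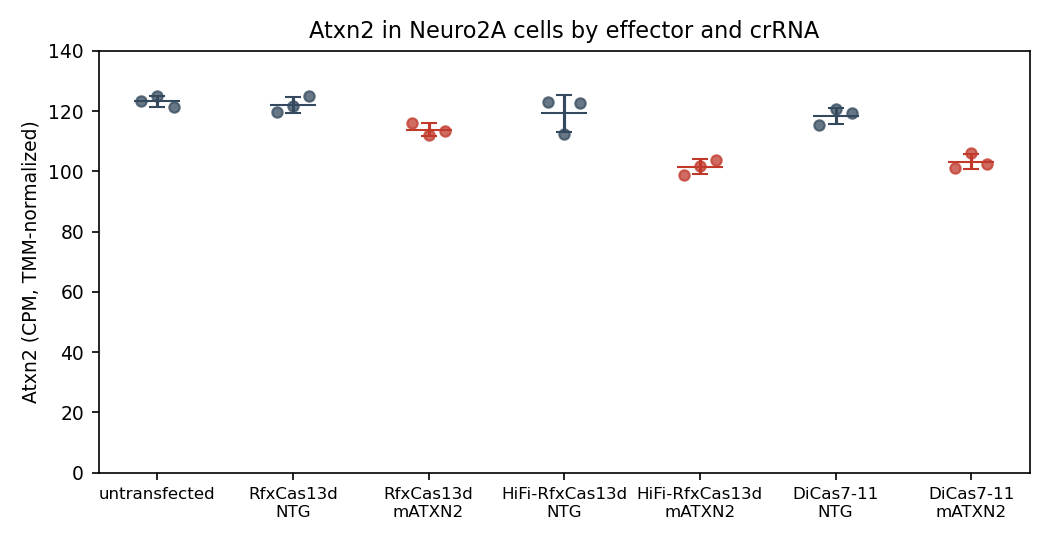
Atxn2 in TMM-normalized CPM (vertical axis) in untransfected cells and in the 6 groups of the effectors (horizontal axis). Points are samples, and bars are the mean and SD of 3 samples. The mATXN2 samples of HiFi-RfxCas13d have a mean of 101 CPM and their NTG samples a mean of 119 CPM.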

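By edgeR's test with Benjamini-Hochberg adjustment within each comparison, 193 genes had an adjusted p-value under 0.05 between the mATXN2-targeting and the NTG crRNA for RfxCas13d, 41 for HiFi-RfxCas13d and 131 for DiCas7-11. Without the adjustment, 1913, 1035 and 1951 genes had a p-value under 0.05. The median absolute log2 fold change of the DEGs was 0.18 for RfxCas13d, 0.29 for HiFi-RfxCas13d and 0.20 for DiCas7-11. The adjustment over 10 comparisons gave 665, 275 and 643 genes by the same edgeR test and moved the count for HiFi-RfxCas13d most; leaving out mATXN2 replicate 3 moved that for RfxCas13d most, and testing only the 6 samples compared that for DiCas7-11. By the procedure of the paper, 707 genes were called for RfxCas13d, 269 for HiFi-RfxCas13d and 636 for DiCas7-11, and 23, 16 and 16 of them changed by more than 1 on the log2 scale. The count for DiCas7-11 rests on single libraries: by edgeR's test it was 605 without NTG replicate 1, 16 without NTG replicate 2, 30 without mATXN2 replicate 1, 80 without mATXN2 replicate 2, 70 without mATXN2 replicate 3 and 1 with only the 6 samples compared. For RfxCas13d, it was 46 and 101 without NTG replicates 1 and 2, and 80 and 43 without mATXN2 replicates 2 and 3. For HiFi-RfxCas13d, it was 23, 21 and 24 without NTG replicates 1, 2 and 3, and 23 and 21 without mATXN2 replicates 1 and 3. By the procedure of the paper, it was 451 for RfxCas13d without NTG replicate 1 and 470 without mATXN2 replicate 3. By the same procedure, it was 1146 and 318 for DiCas7-11 without NTG replicates 1 and 2, and 408 without mATXN2 replicate 1. A fit without a library has fewer samples, so a lower count or a lost call does not by itself single out that library. Genes whose 3 mATXN2 samples did not overlap the 3 NTG samples made up 20.2% of the tested genes for RfxCas13d, 13.2% for HiFi-RfxCas13d and 14.5% for DiCas7-11, where chance gives 10%. Among DEGs of edgeR's test with a mean of at least 50 counts and no overlap between the arms, at most 2 rises and 2 falls per effector are named. For RfxCas13d, Hspg2 (Entrez gene 15530), which encodes perlecan, rose by a log2 fold change of 0.69 (standard error 0.080, adjusted p = 2.86e-05 by edgeR with Benjamini-Hochberg adjustment). LOC118567335, which the files describe as uncharacterized, rose by 0.91, and Gm30774 (-0.62) and Rsad2 (-0.59) fell, but each of these 3 calls was lost without NTG replicate 1 (adjusted p = 0.136, 0.178 and 0.189 by edgeR with Benjamini-Hochberg adjustment) and without mATXN2 replicate 3. For HiFi-RfxCas13d, Hspg2 rose by 0.57 (standard error 0.080, adjusted p = 3.21e-04 by edgeR with Benjamini-Hochberg adjustment) and Mir6236 by 0.72, and Atxn2 was the only fall that met the rule. For DiCas7-11, Gm6710 rose by 1.25 and Gm46178 by 0.56, while the pseudogene Idi1-ps1 fell by 0.54 (standard error 0.082, adjusted p = 0.00128 by edgeR with Benjamini-Hochberg adjustment) and Sparcl1 by 0.43. Predicted genes and pseudogenes such as Gm6710, Gm46178 and Idi1-ps1 can share reads with near-identical copies, and their values are uncertain. Without DiCas7-11 NTG replicate 2, the calls of Gm6710, Gm46178 and Sparcl1 were lost (adjusted p = 0.107, 0.392 and 0.144 by edgeR with Benjamini-Hochberg adjustment), and so was that of Mir6236 without HiFi-RfxCas13d mATXN2 replicate 3 (adjusted p = 0.357). The call of Mir6236 was also lost without HiFi-RfxCas13d NTG replicate 1, 2 or 3 (adjusted p = 0.210, 0.0640 and 0.0647 by the same edgeR test). The paper ranks the effectors by their numbers of DEGs and reasons from the smallest number to the highest specificity.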

Each variant was observed to exhibit favorable specificity when programmed to target the endogenous mATXN2 transcript; however, HiFi-RfxCas13d was found to affect fewer genes (273) compared to DiCas7–11 (659 genes) and RfxCas13d (727 genes; >1-fold change [FC], FDR-adjusted *P*-value < 0.05 for all; (Fig. 5d, e and Supplementary Data 1), indicating that, within this context, HiFi-RfxCas13d possessed the highest transcriptome-wide specificity.

Using an over-representation analysis of gene ontology (GO) and biological process (BP) terms, we next compared the themes enriched for the differentially expressed genes (DEGs) by RfxCas13d, HiFi-RfxCas13d and DiCas7–11. For the native RfxCas13d protein, we observed enrichment for seven biological functions (*P* < 0.05; Fig. 5f and Supplementary Data 2), including mRNA processing, mitochondrial ATP synthesis, RNA splicing and mRNA splicing via the spliceosome, each of which has been previously linked to ataxin-2^77–79^. In addition to these functions, we also observed enrichment for histone H3-K4 monomethylation and histone H3-K4 dimethylation (Supplementary Data 2), indicating the possibility that depleting ataxin-2 with RfxCas13d affected transcription and/or its regulation. 

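Sets of genes fixed by symbol or from the Reactome collection were tested with camera on limma-trend log2 CPM, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 15 tests of 5 sets and 3 effectors. For RfxCas13d, 16 of 17 ATP synthase genes were higher with the mATXN2-targeting crRNA, with a mean log2 fold change of 0.07 (adjusted p = 5.85e-07 from limma's camera with Benjamini-Hochberg adjustment). Of 65 respiratory electron transport genes, 54 were higher (mean log2 fold change 0.07, adjusted p = 3.69e-12 from camera), and of 82 cytosolic ribosomal protein genes, 68 were higher (mean log2 fold change 0.05, adjusted p = 2.69e-16 from camera). The mRNA splicing set did not pass the threshold: 57 of its 115 genes were higher (adjusted p = 0.0610 from camera). It passed after a correction for GC content (adjusted p = 0.00246 from camera with Benjamini-Hochberg adjustment) and after GC content and coding length together (0.00717), both chosen after the data were seen. The 3 sets that passed also passed under limma's fry and under camera with an estimated correlation, with adjusted p-values from camera of 0.00403, 8.37e-04 and 0.00319 in the order given. In the 9 other splits of the 6 samples of RfxCas13d into 3 and 3, camera passed a median of 3 of the 5 sets and at most 4, against 4 in the real split. The real split thus did not pass more sets than every other. These splits mix the arms, though, and keep part of any real difference. They cannot tell whether camera's p-values overstate the evidence. With the estimated correlation, though, each of the 5 sets had a larger adjusted p than with the preset 0.01. The smallest p-values thus rest on that preset. After each library was corrected for transcript length, 2 of the 5 sets stayed past the threshold for RfxCas13d. ATP synthase (adjusted p = 0.0732) and cytosolic ribosomal proteins (0.674) did not pass in camera with Benjamini-Hochberg adjustment. The number of sets was also 2 with a block for the replicate number added to this correction. Adjusted over the list alone, 6 ATP synthase genes, 20 respiratory genes, 35 ribosomal protein genes and 21 splicing genes passed by edgeR's test, against 0, 9, 13 and 7 over all genes tested. The ATP synthase set overlaps lists of genes in Supplementary Data 2. Those lists were chosen by the study on these samples, and neither they nor that set are independent evidence. Of the 33 genes listed there for mRNA processing, 31 were called by the procedure of the paper, 21 of them higher, and 11 by edgeR's test. Of the 27 listed for RNA splicing, 25 were called by the procedure of the paper, 16 of them higher, and 10 by edgeR's test.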

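The H3-K4 methyltransferases fixed as a set are Kmt2a, Kmt2b, Kmt2c, Kmt2d, Setd1a and Setd1b. This set overlaps lists of Supplementary Data 2 for RfxCas13d and HiFi-RfxCas13d, so its tests for these effectors are not independent evidence. All 6 methyltransferases were higher with RfxCas13d and the mATXN2-targeting crRNA (mean log2 fold change 0.20, adjusted p = 3.36e-07 from camera with Benjamini-Hochberg adjustment), Setd1a by only 0.03. The set also passed under fry (adjusted p = 9.71e-04) and under camera with an estimated correlation (0.0105). Kmt2d had the largest change, from 119 ± 4.74 CPM to 152 ± 7.57 CPM (SD, n = 3 each), a log2 fold change of 0.35 (standard error 0.077, adjusted p = 0.0173 by edgeR with Benjamini-Hochberg adjustment). Kmt2a rose by 0.27 (adjusted p = 0.0190) and Kmt2b by 0.21 (adjusted p = 0.0223) in the same edgeR test with Benjamini-Hochberg adjustment, each higher in 3 of 3 samples than in every NTG sample. Adjusted over the list alone, 5 of the 6 passed, against 3 over all genes tested. All 3 calls were lost without NTG replicate 1 (adjusted p = 0.121, 0.103 and 0.142 for Kmt2d, Kmt2a and Kmt2b by the same edgeR test), and also without mATXN2 replicate 1 or mATXN2 replicate 3. Without any 1 library, the log2 fold changes of Kmt2d, Kmt2a and Kmt2b stayed at or above 0.31, 0.23 and 0.18. The losses can thus come from fewer samples as well as from the library left out. Setd1a was lower (-0.03) without mATXN2 replicate 1. These genes have long coding sequences, from 5148 bases in Setd1a to 16764 bases in Kmt2d, where the median of the tested genes is 1386 bases. After each library was corrected for coding length, a choice made after the data were seen, the mean log2 fold change of the set was 0.07 for RfxCas13d. The set did not pass (adjusted p = 0.0509 from camera with Benjamini-Hochberg adjustment), and Kmt2c changed direction. The adjusted p of the set from camera was 0.00406 with a wide span and 0.202 with GC content as well. The calls of Kmt2d, Kmt2a and Kmt2b were lost after the coding length correction (adjusted p = 0.504, 0.306 and 0.215 by edgeR with Benjamini-Hochberg adjustment).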

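For HiFi-RfxCas13d, all 6 H3-K4 methyltransferases were higher with the mATXN2-targeting crRNA, with a mean log2 fold change of 0.21 (adjusted p = 1.97e-10 from camera with Benjamini-Hochberg adjustment). Setd1a changed by 0.03, and by -0.004456 without NTG replicate 2 and -0.004701 without mATXN2 replicate 1. Kmt2d rose from 118 ± 4.15 CPM to 159 ± 5.79 CPM (SD, n = 3 each), a log2 fold change of 0.43 (standard error 0.076, adjusted p = 0.00431 by edgeR with Benjamini-Hochberg adjustment), and was the only member called over all genes tested, a call lost without NTG replicate 2 (adjusted p = 0.0526); 5 passed when adjusted over the list alone. Of the other sets, 15 of 17 ATP synthase genes (adjusted p = 2.64e-04 from camera), 49 of 65 respiratory electron transport genes (2.19e-04) and 60 of 82 cytosolic ribosomal protein genes (1.57e-09) were higher, with mean log2 fold changes of 0.04, 0.03 and 0.04 and Benjamini-Hochberg adjustment. These 4 sets also passed under fry and under camera with an estimated correlation. ATP synthase, cytosolic ribosomal proteins and respiratory electron transport did not pass after each library was corrected for transcript length. Their adjusted p-values were 0.0689, 0.136 and 0.243 from camera with Benjamini-Hochberg adjustment. With a block for the replicate number as well, they were 0.0701, 0.147 and 0.245. After a correction for coding length, chosen after the data were seen, the H3-K4 methyltransferases did not pass either (adjusted p = 0.0697 from camera). Their adjusted p from camera was 0.00159 with a wide span and 0.0900 with GC content as well. After the coding length correction, the call of Kmt2d was lost (adjusted p = 0.620 by edgeR with Benjamini-Hochberg adjustment), at a log2 fold change of 0.14. In the 9 other splits of the 6 samples, camera passed a median of 2 of the 5 sets and at most 4, against 4 in the real split. The mRNA splicing set did not change (52 of 115 genes higher, adjusted p = 0.876 from camera). Adjusted over the list alone, 2 ATP synthase, 3 respiratory, 17 ribosomal protein and 1 splicing gene passed by edgeR's test, and over all genes tested 1 ribosomal protein and 1 splicing gene did. The 5 genes that Supplementary Data 2 lists for monomethylation and the 4 it lists for dimethylation, chosen on these samples, were all higher by the procedure of the paper.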

For HiFi-RfxCas13d, enrichment was observed for only two functions, histone H3-K4 monomethylation and histone H3-K4 dimethylation (*P* < 0.05; Fig. 5f and Supplementary Data 2). 

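With DiCas7-11, the H3-K4 methyltransferases were also higher as a set: all 6 rose, with a mean log2 fold change of 0.21 (adjusted p = 5.02e-08 from camera with Benjamini-Hochberg adjustment), and 4 passed when adjusted over the list alone. The set also passed under fry (adjusted p = 8.45e-04) and under camera with an estimated correlation (0.00770). Kmt2d had a log2 fold change of 0.40 (standard error 0.077), Kmt2b of 0.29 (standard error 0.048) and Kmt2a of 0.27 (standard error 0.059), with adjusted p-values of 0.00631, 0.00206 and 0.0197 by edgeR with Benjamini-Hochberg adjustment. The levels of Kmt2a overlapped between the arms. Without NTG replicate 2, the calls of Kmt2d and Kmt2a were lost (adjusted p = 0.0994 and 0.226 by the same edgeR test), as they were without mATXN2 replicate 1 (0.0788 and 0.172), and that of Kmt2a also without mATXN2 replicate 2 (0.0736). With only the 6 samples compared, the calls of Kmt2d, Kmt2b and Kmt2a were all lost (adjusted p = 0.0589, 0.0589 and 0.181 by edgeR). That of Kmt2b was also lost after a correction for GC content and coding length together (0.176). Those of Kmt2d and Kmt2a were lost after the correction for coding length alone (adjusted p = 0.204 and 0.246 by the same edgeR test). After the correction for coding length, chosen after the data were seen, the set passed (adjusted p = 0.0307 from camera with Benjamini-Hochberg adjustment; 0.00326 with a wide span), and with GC content as well it did not (0.174). In the 9 other splits of the 6 samples, camera passed a median of 1 of the 5 sets and at most 2, against 3 in the real split. Whether the set responds differently between effectors was not tested. The mRNA splicing set was lower than the other genes (mean log2 fold change -0.02, 48 of 115 genes higher, adjusted p = 0.0163 from camera) and respiratory electron transport was higher (mean log2 fold change 0.02, 41 of 65 genes higher, adjusted p = 0.0406 from camera), both with Benjamini-Hochberg adjustment. Both calls were lost without NTG replicate 2 (adjusted p = 0.901 and 0.121 from camera) and without mATXN2 replicate 1 (0.253 and 0.0698), and the second also without NTG replicate 3 (0.137) and mATXN2 replicate 2 (0.0998). Neither passed under fry (adjusted p = 0.272 and 0.0784) or with an estimated correlation (0.465 and 0.184). ATP synthase (10 of 17 genes higher, adjusted p = 0.138) and cytosolic ribosomal proteins (43 of 82 genes higher, adjusted p = 0.149) did not pass in camera. Adjusted over the list alone, 0 ATP synthase, 14 ribosomal protein, 14 splicing and 3 respiratory genes passed by edgeR's test, against 3 ribosomal protein, 4 splicing and 1 respiratory gene over all genes tested.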

No significant enrichment (P > 0.05; Fig. 5f) was observed for any themes for DiCas7–11.

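Of the DEGs by the procedure of the paper, 54.5% (385 genes, 95% Wilson confidence interval 50.8% to 58.1%) were up-regulated for RfxCas13d, 79.9% (215 genes, 74.7% to 84.3%) for HiFi-RfxCas13d and 49.1% (312 genes, 45.2% to 52.9%) for DiCas7-11. The intervals treat genes as independent, which they are not. By edgeR's test, 127 of 193 DEGs were up-regulated for RfxCas13d, 39 of 41 for HiFi-RfxCas13d and 77 of 131 for DiCas7-11. The shares moved most with the adjustment over the 3 comparisons, which gave 66.9%, 96.4% and 60.0% by limma-trend. They also moved with single libraries: without mATXN2 replicate 3 the share was 69.7% for HiFi-RfxCas13d, and for DiCas7-11 it ranged from 43.4% without NTG replicate 1 to 57.8% without NTG replicate 3.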

Interestingly, we found that ~52%, ~79%, and ~50% of the DEGs for RfxCas13d, HiFi-RfxCas13d, and DiCas7–11, respectively, were up-regulated (Fig. 5e). Mitochondrial ATP synthesis, mRNA processing, and RNA splicing were among the biological functions enriched within the up-regulated DEG population for RfxCas13d which, as noted above, were previously linked to ataxin-2^77–79^ (Supplementary Fig. 19a and Supplementary Data 3). Histone H3-K4 monomethylation and histone H3-K4 dimethylation were the only up-regulated functions enriched for HiFi-RfxCas13d (*P* < 0.05; Supplementary Fig. 19a and Supplementary Data 3). Among the down-regulated genes, no significant themes were identified for any variant (Supplementary Fig. 19b and Supplementary Data 4).

Last, we analyzed the shared DEGs between the native RfxCas13d protein, HiFi-RfxCas13d, and DiCas7–11. In total, 67 DEGs were shared among the three variants, while 110 and 95 DEGs were shared between RfxCas13d and HiFi-RfxCas13d, and HiFi-RfxCas13d and DiCas7–11, respectively (Supplementary Fig. 20 and Supplementary Data 5). 

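By the procedure of the paper, 66 genes were called in all 3 comparisons, where 0.626 would be shared if the calls were independent. All 66 changed in the same direction, 65 of them upwards. RfxCas13d and HiFi-RfxCas13d shared 108 genes (13.7 with independent calls), all 108 in the same direction. HiFi-RfxCas13d and DiCas7-11 shared 90 (12.3 with independent calls), and RfxCas13d and DiCas7-11 shared 144 (32.3 with independent calls), with 88 and 140 in the same direction. Over all 13901 tested genes, called or not, the log2 fold changes had a Pearson correlation of only 0.0294 between RfxCas13d and HiFi-RfxCas13d, 0.0838 between HiFi-RfxCas13d and DiCas7-11 and 0.0422 between RfxCas13d and DiCas7-11 (genes are not independent replicates). Each effector has its own NTG samples, so no control is shared between these comparisons. The number shared by all 3 effectors moved most with the adjustment within each comparison, which left 27. RfxCas13d and DiCas7-11 shared 224 genes without DiCas7-11 NTG replicate 1 and 93 without DiCas7-11 NTG replicate 2. The lists of Supplementary Data 5 hold 65 of the 66 genes. The shared genes have long coding sequences in the reference annotation: their median coding length is 8845.5 bases, and 51 of the 66 are longer than 6000 bases, a length exceeded by 328 of the tested genes. A coding length was found for all 66 and for 87.2% of the tested genes. The 64 genes with coding sequences over 10000 bases rose as a class, with a median log2 fold change of 0.20 for RfxCas13d (54 of 64 higher), 0.23 for HiFi-RfxCas13d (60 of 64) and 0.20 for DiCas7-11 (57 of 64). Between NTG and untransfected cells their median was -0.08, -0.10 and -0.02. The NTG samples enter both kinds of comparison with opposite signs, and the 3 comparisons with untransfected cells share those samples. Coding length was examined only after the data had been seen.

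**Figure D2:**
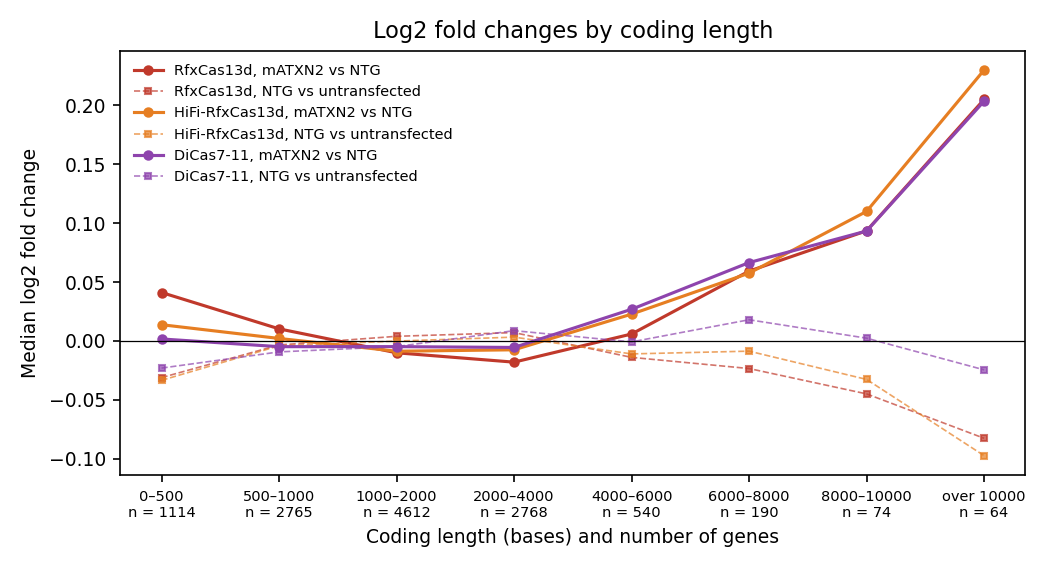
Median log2 fold change (vertical axis) of genes grouped by coding length in bases (horizontal axis, with the number of genes), for mATXN2 against NTG (solid lines) and NTG against untransfected cells (dashed lines) with each effector. Genes with coding sequences over 10000 bases have medians of 0.20, 0.23 and 0.20 between mATXN2 and NTG.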

Though no significant functions (*P* > 0.05) were enriched for any shared DEGs, gene(s) related to cell adhesion, methylation, chromatin organization, and transcription were observed as among the most commonly shared for the variants (Supplementary Data 6).

Finally, because of its favorable targeting characteristics, we sought to determine if HiFi-RfxCas13d could inhibit TDP-43 aggregation when programmed to target the endogenous hATXN2 transcript. We therefore transfected HEK293T cells with HiFi-RfxCas13d and crRNA-6, the hATXN2-targeting crRNA, before exposing the cells to sorbitol for 1 h to induce the formation of SGs. Through an immunofluorescent analysis, we measured that HiFi-RfxCas13d decreased the size of TDP-43^+^ inclusions in HEK293T cells, though to a lesser extent than previously observed for the native RfxCas13d protein, as HiFi-RfxCas13d decreased inclusion size by ~28% compared to the control cells (*P* < 0.01; Fig. 5g and Supplementary Fig. 21a). Interestingly, despite targeting the mATXN2 mRNA at a frequency equivalent to the native protein in Neuro2A cells, we measured by qPCR that the HiFi-RfxCas13d variant was less effective in HEK293T cells, decreasing the hATXN2 mRNA by ~25% at 48 hr post-transfection (*P* < 0.01; Fig. 5h).

To evaluate if HiFi-RfxCas13d could also prevent the formation of inclusions consisting of ALS-linked TDP-43 mutants, we transfected HEK293T cells with HiFi-RfxCas13d and crRNA-6 alongside a reporter expressing TDP-43^A315T^ linked to YFP, which enabled us to monitor the formation of pathological aggregates. Consistent with the effect observed for the inclusions formed by sorbitol, we found that HiFi-RfxCas13d reduced the average size of inclusions for TDP-43^A315T^ by ~20% (*P* < 0.05; Fig. 5i and Supplementary Fig. 21b). These results indicate that high-fidelity forms of Cas13 can influence a TDP-43 pathology in cell culture models.

In conclusion, we find that RNA-targeting CRISPR effector proteins can be programmed to target ataxin-2 and that lowering ataxin-2 with these platforms can mitigate aspects of TDP-43 pathology.

## Discussion

Because of their intrinsic RNase activity^39–45^, their high programmability, and their ability to be used in mammalian cells to knock down the expression of a target gene^39,44,49–51,80^, RNA-targeting CRISPR effector proteins are a potentially powerful class of agents for gene silencing. Here we demonstrate that two such RNA-targeting effector proteins – RfxCas13d^44,63^ and DiCas7–11^46^ – can be programmed to target ataxin-2, a protein whose downregulation can attenuate TDP-43-associated toxicity^20^. More specifically, we show that RfxCas13d and a high-fidelity version of it can be used to inhibit the formation of TDP-43^+^ aggregates in cell culture models of the pathology and that the in vivo delivery of an ataxin-2-targeting RfxCas13d-based system to a mouse model of a TDP-43 proteinopathy can provide broad therapeutic benefit. In particular, we observed that RfxCas13d could not only improve gait, kyphosis, tremors, weight loss, grip strength, and rotarod performance, but it could also extend lifespan and decrease the severity of several neuropathological hallmarks, including neuronal survival, the accumulation of phosphorylated TDP-43, the deposition of ubiquitinated inclusions, and microgliosis and astrogliosis. Our results thus illustrate the potential of CRISPR technology for TDP-43 proteinopathies, which can include ALS and FTD.

Though they affect different regions of the central nervous system, ALS and FTD are two conditions that are thought to exist on a continuous disease spectrum^1,6^. ALS, in particular, is a rapidly progressive disorder that affects motor neurons in the spinal cord and brain, resulting in the loss of muscle control, paralysis, and ultimately death. At present, there is no cure for ALS and current therapies provide limited benefit. While strategies for silencing dominantly inherited mutant genes causative for ALS, such as superoxide dismutase 1^49,81–83^ or C9ORF72^84–86^, hold promise for those familial forms of the disease, ~90% of ALS cases are sporadic, with few clear factors for targeting. This notwithstanding, ~97% of ALS cases have been characterized by inclusions consisting of ubiquitinated and hyper-phosphorylated TDP-43^1–4^, indicating it may play a central role in the pathophysiology of the disease, a finding that has helped to elevate its status as a therapeutic target. However, the TDP-43 protein may not be an ideal choice for silencing, as it plays a critical role in many cellular processes^15^. For this reason, attention has turned instead to the identification of modifier(s) whose targeting can attenuate the apparent toxic effects induced by aberrant TDP-43 but without affecting its underlying levels^20–24^. Ataxin-2 has emerged as one such candidate. While the exact mechanism by which ataxin-2 modifies TDP-43-associated toxicity has not been fully unraveled, strategies for targeting ataxin-2 nonetheless appear to hold potential for TDP-43 proteinopathies^26^. Notably, an antisense oligonucleotide (ASO) directed against ataxin-2 was found to lower the toxicity of TDP-43 in a transgenic mouse model of the pathology^26^, with a related approach now under evaluation in a clinical trial for ALS (ClinicalTrials.gov Identifier: NCT04494256). However, despite their successes, ASOs can possess drawbacks. Among them is their transient life cycle, which can result in periods of diminished efficacy that necessitate redosing, a caveat that can impose a physical burden on patients. For this reason, we explored the utility of RNA-targeting CRISPR proteins to target ataxin-2, as these platforms are genetically encodable and can be expressed from a viral vector to continuously engage with a target mRNA, which offers a theoretical advantage over modalities with transient lifecycles that require redosing.

Cas13 proteins, however, possess a limitation that can impact their potential therapeutic implementation: after engaging with a target transcript, they undergo a conformational change that unlocks an ability to indiscriminately *trans*-cleave non-target RNAs^52,54–56^. This effect, known as collateral cleavage, has been observed against various endogenous targets^52,54–56^ and its severity is now believed to correlate with the expression threshold of the target transcript^52,54,55^. Given its importance, we measured the collateral *trans*-cleavage activity of the native RfxCas13d protein in several contexts. Notably, when programmed to target endogenous ATXN2 mRNAs in Neuro2A or HEK293T cells, we observed no reduction in the fluorescence of a surrogate mCherry reporter, which we used as a proxy for collateral cleavage; however, when tasked to target a strongly overexpressed mRNA transcript, we measured collateral cleavage, mirroring reports from the literature^52,54,55^. Such findings, in fact, have been the impetus for the development of not only high-fidelity forms of RfxCas13d and other Cas13 variants^63^ but also the discovery and implementation of alternate RNA-targeting CRISPR proteins, such as Cas7–11, which is currently thought to cleave RNA by a mechanism that does not lead to collateral effects^46^. Given their potential, we compared the targeting capabilities of several HiFi variants, finding that, while HiFi-RfxCas13d could reduce collateral targeting in the context of the transient, overexpression-based reporter assay, their targeting efficiency and *trans*-cleavage capabilities fluctuated based on the HiFi variant used and the crRNA sequence employed, indicating there may exist an interplay between the stability of the crRNA, and/or its targeting sequence, and the HiFi-RfxCas13d variant itself, a relationship that requires further study.

Related to this point, while we observed that HiFi-RfxCas13d could target the mATXN2 mRNA at a frequency equivalent to the native RfxCas13d protein in Neuro2A cells, the HiFi form of the enzyme was less effective in HEK293T cells, where we observed it had a decreased ability to target hATXN2. We hypothesize this could be due to a potential incompatibility between crRNA-6, the hATXN2-targeting crRNA identified in our study, and RfxCas13d-N2V7, the HiFi-RfxCas13d variant used for these measurements. Because our initial crRNA screen was performed using the native RfxCas13d protein, we expect that future crRNA discovery efforts conducted in the context of a HiFi variant would address this concern, as subtle differences in the structure of the RfxCas13d-N2V7 protein relative to its native form could have affected its ability to effectively engage with the hATXN2 mRNA when paired with crRNA-6. To this end, in addition to utilizing computational tools capable of predicting active crRNAs for RfxCas13d and/or other Cas13 effectors^87,88^, directly measuring the knockdown of the endogenous ATXN2 mRNA could prove more effective for identifying an optimal crRNA than the fluorescence-based reporter strategy used here, which we employed due to its more high-throughput nature and our previous success using it to uncover crRNAs for RfxCas13d that functioned effectively in vivo^49^.

A polyQ expansion of 30–33 repeats in the ATXN2 gene is recognized as a risk factor for ALS^20,30,31^. Though the mechanism(s) underlying its relationship with TDP-43 and ALS remain incompletely understood, it has been hypothesized that the polyQ expansion might make TDP-43 more suspectable to mislocalization under stress^20^. Notably, the mouse and human models used in this study do not carry an intermediate-length repeat in their respective ATXN2 genes; thus, we did not determine whether RfxCas13d could suppress TDP-43 aggregation in the context of the polyQ expansion, an important point that will require further study, though we note that the ataxin-2-targeting ASO under evaluation in human trials is being tested in ALS patients both with and without an intermediate-length polyQ expansion (ClinicalTrials.gov Identifier: NCT04494256).

Notably, when examining whether targeting hATXN2 could influence the aggregation of ALS-linked TDP-43 protein variants, we observed that inclusions for the TDP-43 variant TDP-43^A315T^ were more effectively reduced than those for TDP-43^G298S^ or TDP-43^M337V^. Interestingly, our analysis revealed that inclusions for TDP-43^G298S^ and TDP-43^M337V^ were ~2.5-fold larger in size than for TDP-43^A315T^, suggesting the possibility that there could exist a relationship between the size of an inclusion and its capacity to be reduced from the targeting of ataxin-2. Future studies, however, will be needed to conclusively determine this.

The ataxin-2 protein is believed to play a prominent role in RNA metabolism. Thus, it is important to establish the tolerability of approaches that aim to lower its expression for therapeutic purposes. For this reason, we conducted an immunohistochemical analysis to determine whether targeting mATXN2 by RfxCas13d led to adverse effects in B6SJLF1/J mice. In both the MC and the BS, two areas that saw a ~70% and a ~40% decrease in mATXN2 mRNA, respectively, we measured no difference in neuronal viability and no change in the number of cells positive for GFAP and Iba1, two neuroinflammatory markers, in mice injected with AAV9-CBh-RfxCas13d-mATXN2 versus the control. Nonetheless, a more comprehensive and longer-term study will be needed to determine the tolerability of this approach and to answer whether there exists a threshold for safely lowering ataxin-2 and whether some region(s) in the brain and/or spinal cord might be more susceptible to potential adverse effects from its lowering. To this point, it is worth noting that ATXN2 knockout mice have been reported to show no major histological abnormalities in the brain^89^, though a proteomic analysis of such mice has revealed they can possess alterations in pathways related to the metabolism of branched-chain amino acids, fatty acids, and the citric acid cycle^90^.

Notably, we found that the native RfxCas13d protein could broadly improve numerous therapeutic outcomes in TAR4/4 mice. Given the role that transcript threshold is thought to have on the *trans*-cleavage activity of RfxCas13d, we hypothesize that the expression level of the endogenous mATXN2 transcript in the targeted cells may have been too low to trigger adverse effects, a hypothesis supported by our RNA-seq analysis, which revealed that RfxCas13d affected the expression of 727 genes ( > 1-FC, FDR-adjusted *P*-value < 0.05), a number that was similar to that observed with DiCas7–11 (659), an enzyme that reportedly lacks the ability to *trans*-cleave non-target RNAs. 

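Whether genes respond differently to the mATXN2-targeting crRNA between effectors was tested directly, as the difference of the 2 comparisons with NTG. With edgeR and Benjamini-Hochberg adjustment, 0 genes differed between RfxCas13d and DiCas7-11 (1084 at an unadjusted p-value under 0.05), 0 between HiFi-RfxCas13d and RfxCas13d (855) and 0 between HiFi-RfxCas13d and DiCas7-11 (1028). In simulated data with this number of samples, the test called 96 of 100 genes with a log2 difference of 1 and 53 of 100 with one of 0.3 (the latter tried after the data were seen), so 0 calls do not show that the responses are equal. The alternative that moved these tests most was testing every gene with a nonzero count, which gave 72, 83 and 80 genes in the same order. That setting also took the adjusted p of Atxn2 between the ASO and untransfected cells from 1.65e-19 to 1.36e-191 by edgeR, on the same samples. Its counts therefore carry little weight as evidence of a difference between effectors. Without DiCas7-11 NTG replicate 1, 5 genes differed between HiFi-RfxCas13d and DiCas7-11, and 1 without HiFi-RfxCas13d mATXN2 replicate 1 or DiCas7-11 mATXN2 replicate 3. For Atxn2, the log2 fold change of HiFi-RfxCas13d differed from that of RfxCas13d by -0.13 (standard error 0.052, adjusted p = 0.0620 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 3 such tests). In the NTG samples of Neuro2A cells, Atxn2 had a mean of 120 CPM, higher than 85.0% of the tested genes, whose median was 25.9 CPM. These values come from a cell line and do not give the level in the targeted cells of the mice. They are also not corrected for gene length. The coding sequence of Atxn2 has 3858 bases, where the median of the tested genes is 1386, so its rank by number of transcripts may be lower.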

Given the limited number of crRNAs used in this study, a more detailed investigation is needed in order to effectively compare RfxCas13d and its HiFi equivalents with DiCas7–11.

Through an over-representation analysis of GO and BP terms, seven biological functions were found to be affected in cells transfected with RfxCas13d and the mATXN2-targeting crRNA, including mRNA processing, mitochondrial ATP synthesis, RNA splicing and mRNA splicing via the spliceosome, each of which has been previously linked to ataxin-2^77–79^. We also found that the native and HiFi form of RfxCas13d affected gene(s) related to H3-K4 monomethylation and histone H3-K4 dimethylation, indicating that targeting ataxin-2 with RfxCas13d may have influenced transcription and/or its regulation, though this observation requires further study. Interestingly, no themes were significantly enriched in cells transfected with DiCas7–11, though we did observe that the RfxCas13d protein, HiFi-RfxCas13d, and DiCas7–11 shared several dozen DEGs, many of which were related to cell adhesion, methylation, chromatin organization, and transcription, though no significant terms emerged from our analysis.

To ensure widespread delivery and efficient targeting in our proof-of-concept study, we administered RfxCas13d-encoding AAV9 vector to neonatal mice via both IV and ICV injections, as combining these routes has been found to be an effective strategy for enhancing delivery to the brain and spinal cord of neonatal mice^72–74^. In particular, we injected 7 × 10^11^ vg per pup and 8.4 × 10^10^ vg per pup via the facial vein and the lateral ventricles, respectively. We note these are high doses. Given emerging concerns related to the potential toxicity of high-dose AAV gene therapy^91–93^, it will be critical for future studies to identify the optimal dose, capsid and delivery strategy to safely and effectively target ATXN2. Related to this point, another potential challenge facing the clinical implementation of AAV vectors is their immunogenicity^94,95^. In particular, it has been well documented that immune-related responses against the AAV capsid can lower its efficacy and/or induce potential adverse events^96^, a risk that can be intensified by the systemic delivery of a high-dose formulation of an AAV vector^97^. To this end, the development of strategies to control and/or mitigate these effects has emerged as an important area of investigation^95,96^. While this proof-of-concept demonstrates the potential for RNA-targeting CRISPR technology to affect TDP-43 proteinopathy, additional work will be needed to answer several important questions beyond those already discussed, including: (i) what is the effectiveness of this approach in other models of ALS-FTD and (ii) can targeting ataxin-2 at a later stage of disease affect or reverse its progression? Additional work is also needed to identify optimal RNA-targeting CRISPR effector platforms for targeting ataxin-2. In addition to the gene silencing modalities discussed here, traditional CRISPR nucleases and next-generation DNA editing technologies^98^ could also conceivably be used to target ataxin-2.

In conclusion, we show here that RNA-targeting CRISPR effector proteins can be programmed to target ataxin-2, a potent modifier of TDP-43-associated toxicity, and that the in vivo delivery of an ataxin-2-targeting Cas13 system to a mouse model of TDP-43 proteinopathy could provide broad therapeutic benefit. Our results demonstrate the potential of CRISPR technology for TDP-43 proteinopathies.

## Methods

### Ethical statement

All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Illinois and conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### Plasmid construction

RfxCas13d and its crRNA were expressed from the previously described^49^ plasmid pAAV-CAG-RfxCas13d-U6-crRNA.

To clone the reporter plasmid mATXN2-T2A-EGFP, PCR was used to amplify the T2A-EGFP sequence from pXR001 (Addgene #109049; a gift from Patrick Hsu^44^) using the primers T2A-GFP Gibson Forward and Reverse (Supplementary Table 1**)**. The ensuing amplicon was ligated into the EcoRV and PmeI restriction sites of pCMV-mATXN2-Myc-PolyA (MR218010, OriGene) by Gibson assembly using the Gibson Assembly Master Mix (New England Biolabs, NEB).

The plasmid encoding hTDP-43 fused to YFP (pcDNA3.2-hTDP-43-YFP) was a gift from Aaron Gitler (Addgene #84911). To construct the hTDP-43 mutant-carrying plasmids pcDNA3.2-hTDP-43^A315T^-YFP, pcDNA3.2-hTDP-43^M337V^-YFP, and pcDNA3.2-hTDP-43^G298S^-YFP, site-directed mutagenesis was conducted using the Q5 Site-Directed Mutagenesis Kit (NEB). Briefly, primers with single nucleotide substitutions encoding the A315T (GCG to ACG), G298S (GGT to AGT), and M337V (ATG to GTG) mutations were incubated with pcDNA3.2-TDP-43-YFP and Q5 Hot Start High-Fidelity DNA Polymerase, according to the manufacturer’s instructions. The ensuing reaction product was incubated with the KLD enzyme mix for 5 min at room temperature (RT) and transformed to NEB 5-alpha *Escherichia coli*.

The plasmid used for AAV vector manufacturing, pAAV-CBh-RfxCas13d-U6-crRNA, was created by VectorBuilder by replacing the CAG promoter from pAAV-CAG-RfxCas13d-U6-crRNA^49^ with the chicken β-actin promoter (CBh) promoter^99,100^.

To construct the plasmids encoding the HiFi-RfxCas13d (pAAV-CAG-RfxCas13d-N1V7-U6-crRNA, pAAV-CAG-RfxCas13d-N2V7-U6-crRNA, and pAAV-CAG-RfxCas13d-N2V8-U6-crRNA), PCR was used to introduce HiFi mutations into the RfxCas13d gene sequence. Each variant was amplified as two fragments from pAAV-CAG-RfxCas13d-U6-crRNA using the primers: (1) Fusion_NcoI_Forward_v2 with Fusion_N1V7_R, Fusion_N2V7_R, or Fusion_N2V8_R; and (2) Fusion_N1V7_F, Fusion_N2V7_F or Fusion_N2V8_F with Fusion_SacI_Reverse (Supplementary Table 1). The fragments were then fused together by overlap PCR. Once assembled, each variant was ligated into the NcoI and SacI restriction sites of pAAV-CAG-RfxCas13d-U6-crRNA.

To clone the pAAV-CAG-DiCas7-11-U6-crRNA plasmid, PCR was used to amplify the U6-crRNA scaffold and the DiCas7–11 gene sequence from pDF0114 (Addgene #172508) and pDF0159 (Addgene #172507), respectively. Both plasmids were gifts from Omar Abudayyeh and Jonathan Gootenberg. The primers used to amplify the gene sequences were: NheI-U6_F and KpnI-polyT7-11_R for the U6-crRNA scaffold, and F_DiCas7–11 and R_DiCas7–11 for the DiCas7–11 gene sequence. PCR was then used to separately amplify the sequence encoding the HA epitope from pAAV-CAG-RfxCas13d-U6-crRNA using the primers F_BsiWI_3HA and R_3HA. The amplicon encoding the U6-crRNA scaffold was ligated into the NheI and KpnI restriction sites of pAAV-CAG-RfxCas13d-U6-crRNA. The amplicons encoding DiCas7–11 and the HA epitope were fused by overlap PCR and ligated into the HindIII and AgeI restriction sites of pAAV-CAG-RfxCas13d-U6-crRNA, replacing RfxCas13d and its U6-crRNA sequence.

crRNA targeting sequences were cloned into their designated plasmids, as described^49^. Briefly, oligonucleotides encoding the crRNA sequences were custom synthesized (Integrated DNA Technologies) and incubated with T4 polynucleotide kinase (NEB) for 30 min at 37 °C, annealed at 95 °C for 5 min, and then cooled to 4 °C at a rate of −0.1 °C/s. Annealed oligonucleotides were then ligated into the BbsI restriction sites of pAAV-CAG-RfxCas13d-U6-crRNA, pAAV-CAG-RfxCas13-U6-crRNA and pAAV-CAG-HiFi-RfxCas13d-U6-crRNA or the BsaI restriction sites of pAAV-CAG-DiCas7-11-U6-crRNA.

Sanger sequencing (ACGT) was used to confirm the identity of all plasmids. All primer sequences are provided in Supplementary Table 1.

### Cell culture

HEK293T cells (American Type Culture Collection [ATCC], CRL-3216) and Neuro2A cells (a gift from Pablo Perez-Pinera; ATCC, CCL-131) were maintained in Dulbecco’s modified Eagle’s medium (DMEM; Corning) supplemented with 10% (v/v) fetal bovine serum (FBS; Thermo Fisher Scientific) and 1% (v/v) antibiotic-antimycotic (Thermo Fisher Scientific) in a humidified 5% CO_2_ incubator at 37 °C. For all transfections, cells were seeded onto 24-well plates at an average density of 2 × 10^5^ cells per well.

Cells were transfected with 450 ng of pAAV-CAG-RfxCas13d-U6-crRNA, pAAV-HiFi-RfxCas13d-U6-crRNA, or pAAV-DiCas7-11-U6-crRNA with or without 50 ng of mATXN2-T2A-EGFP and 50 ng of pCAGmCherry using Lipofectamine 3000 (ThermoFisher Scientific) according to the manufacturer’s instructions.

### Flow cytometry

At 48 hr after transfection, cells were harvested, washed with phosphate-buffered saline (PBS), and strained into single-cell suspensions using Falcon Round-Bottom Polystyrene Test Tubes with Cell Strainer Snap Caps (Corning). Fluorescence (FITC and PE/Texas Red) was measured using a BD LSRFortessa Cell Analyzer (Roy J. Carver Biotechnology Center Flow Cytometry Facility, Univ. Illinois). A total of 20,000 events were recorded for each replicate, and data were analyzed using FlowJo v10 (FlowJo, LLC).

### qPCR

At 48 hr after transfection, RNA was extracted from cells using the PureLink RNA Mini Kit (Invitrogen) and converted to complementary DNA (cDNA) using the iScript cDNA Synthesis Kit (Bio-Rad) according to the manufacturers’ instructions. qPCR was conducted using 20–40 ng of cDNA per reaction using iTaq Universal SYBR Green Supermix (Bio-Rad). Measurements for each biological replicate were conducted in technical triplicates using validated primers for ataxin-2^101^. Values were compared to GAPDH, and the average fold-change was calculated using the 2^ΔΔCT^ method. All primer sequences are provided in Supplementary Table 1.

Tissues from injected animals were dissected and RNA was extracted and analyzed by qPCR as described above for ataxin-2. hTDP-43 mRNA was measured using the PrimeTime Gene Expression Master Mix (IDT) with the following TaqMan probes: human TDP-43 (Hs00606522_m1; ThermoFisher Scientific) and mouse Actb (Mm02619580_g1; ThermoFisher Scientific).

### Western blot

Cells and tissues were lysed by radioimmunoprecipitation assay (RIPA) buffer (0.2% IGEPAL CA-620, 0.02% SDS with VWR Life Science Protease Inhibitor Cocktail). For the detection of the pTDP-43 protein, the Halt Phosphatase Inhibitor Cocktail (Thermo Scientific, 78420) was added to RIPA buffer.

Protein concentration was determined using the DC Protein Assay Kit (Bio-Rad). Protein (30 μg for lysate from cells and 50 μg for lysate from tissues) was electrophoresed by SDS-PAGE and electrophoretically transferred onto a nitrocellulose membrane (0.45 μm pore size) in transfer buffer [20 mM Tris-HCl, 150 mM glycine, and 20% (v/v) methanol] for 2 hr at 100 V. To probe for ataxin-2, membranes were blocked with 2% bovine serum albumin (BSA) in PBS with 0.1% Tween 20 (PBS-T). To probe for pTDP-43, membranes were blocked with 2% BSA in tris-buffered saline [TBS; 10 mM Tris-HCl and 150 mM NaCl (pH 7.5)] with 0.1% Tween 20 (TBS-T). Membranes were blocked for 1 hr at RT and then incubated with primary antibodies in blocking solution at 4 °C overnight.

The following primary antibodies were used: rabbit anti-ataxin-2 polyclonal antibody (1:500; Proteintech, 21776-1-AP) for mouse ataxin-2; rabbit anti-ataxin-2 polyclonal antibody (1:2000; Novus Biologicals, NBP1-90063) for human ataxin-2; rabbit anti-pTDP-43 (pS409/410) polyclonal antibody (1:1000; CosmoBio, CAC-TIP-PTD-P07); and rabbit anti-β-actin monoclonal antibody (1:1000; Cell Signaling Technology, 4970 L).

Membranes were then washed three times with PBS-T or TBS-T for ataxin-2 or pTDP-43, respectively, and incubated with the secondary antibody, goat anti-rabbit horseradish peroxidase conjugate (1:4000; Thermo Fisher Scientific, 65–6120), in blocking solution for 1 hr at RT. Membranes were then washed again three times with either PBS-T or TBS-T, developed using SuperSignal West Dura Extended Duration Substrate (ThermoFisher Scientific) and visualized by automated chemiluminescence using ChemiDoc XRS+ (Bio-Rad). Band intensity was quantified using Image Lab Software (Bio-Rad) and normalized to the reference protein in each line.

After probing membranes for ataxin-2 or pTDP-43, membranes were stripped and re-probed for β-actin. Membranes were incubated in 10 mL of stripping solution [acetic acid and 0.5 M NaCl (pH to 2.5)] for 10 min at RT and subsequently treated with 10 mL of neutralizing solution (0.5 M NaOH) for 1 min. Membranes were then washed twice with their respective washing buffers and stained with primary antibodies, as described above.

### SG assays

For SGs induced by sorbitol, HEK293T cells were transfected with 1 μg of pAAV-CAG-RfxCas13d-U6-crRNA, pAAV-HiFi-RfxCas13d-U6-crRNA, or pAAV-DiCas7-11-U6-crRNA. At 24 h post-transfection, cells were transferred to poly-D lysine-coated coverslips (Electron Microscopy Sciences) where, after another 24 h, they were then incubated with 0.4 M sorbitol (Sigma-Aldrich) at 37 °C for 1 h. Cells were then fixed with chilled 100% methanol (v/v) for 10 min at RT and subsequently washed twice with PBS.

For assays involving mutant forms of hTDP-43, HEK293T cells were transfected with 800 ng of pAAV-CAG-RfxCas13d-U6-crRNA, pAAV-HiFi-RfxCas13d-U6-crRNA, or pAAV-DiCas7-11-U6-crRNA with 200 ng of pcDNA3.2-hTDP-43^A315T^-YFP, pcDNA3.2-hTDP-43^M337V^-YFP or pcDNA3.2-hTDP-43^G298S^-YFP. At 24 h after transfection, cells were transferred to poly-D lysine-coated coverslips (Electron Microscopy Sciences) and allowed to adhere. After another 24 h, cells were then fixed with chilled 100% methanol (v/v) for 10 min at RT and then washed twice with PBS.

To image SGs, fixed cells were incubated with blocking solution [10% (v/v) donkey serum (Abcam) and 0.1% Triton X-100] for 1 h at RT and then stained with primary antibody in blocking solution for 1 h at RT. Cells were then washed three times with PBS and incubated with a secondary antibody for 1 h at RT. Following the incubation, coverslips were washed three times with PBS and mounted onto slides using VECTASHIELD HardSet Antifade Mounting Medium (Vector Laboratories).

Slides were imaged using a Leica TCS SP8 confocal microscope and a Zeiss Observer Z1 microscope (both at the Beckman Institute for Advanced Science and Technology, Univ. Illinois) and an AxioScan.Z1 (Carl R. Woese Institute for Genomic Biology, Univ. Illinois). Image analysis was performed using CellProfiler software as described below.

The following primary antibodies were used: rabbit anti-G3BPI (1:500; MLB International, RN048PW), mouse anti-TDP-43 (1:100; Abnova, H00023435-M01), and chicken anti-HA (1:400; Abcam, ab9111).

The following secondary antibodies were used: donkey anti-rabbit Cy3 (1:400; Jackson ImmunoResearch, 711-165-152), donkey anti-mouse Alexa Fluor 488 (1:200; Jackson ImmunoResearch, 715-545-150), and donkey anti-chicken Alexa Fluor 647 (1:400; Jackson ImmunoResearch, 703-605-155).

### Injections

All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Illinois and conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

Transgenic TAR4/4 mice were generated by breeding male and female hemizygous TDP-43 mice (B6;SJL-Tg(Thy1-TARDBP)4Singh/J; Jackson Laboratory, Stock No. 012836). Homozygosity was determined by PCR using genomic DNA purified from toe clips. The PCR reaction was conducted using repliQa HiFi ToughMix (Quantabio) using primers (Supplementary Table 1**)** and procedures developed by the Jackson Laboratory. Background-matching mice were generated by breeding male and female B6SJLF1/J mice (B6SJLF1/J; Jackson Laboratory, Stock No. 100012).

ICV and IV injections were conducted on P1-P2 TAR4/4 mice or P1-P2 B6SJLF1/J mice, as described^72^. Briefly, for ICV injections, pups were infused via each lateral ventricle with 4.2 × 10^10^ vg of AAV9-CBh-RfxCas13d-mATXN2 or AAV9-CBh-RfxCas13d-NTG in up to 2 μL of saline using a 10 μL Hamilton syringe with a 30-gauge needle. For IV injections, pups were infused via the facial vein with 7 × 10^11^ vg of AAV9-CBh-RfxCas13d-mATXN2 or AAV9-CBh-RfxCas13d-NTG in up to 50 μL of saline using a 100 μL Hamilton syringe with a 33-gauge needle. Male and female mice were used indistinctly.

AAV vectors were manufactured by Vector Biolabs.

### Behavior

All measurements and scoring were performed by a blinded investigator as described^26,69^. Gait, kyphosis, and tremors were analyzed daily beginning at P15. Gait impairment was scored as follows: (0) mice show no impairment; (1) mouse has a limp while walking; (2) mouse has either a severe limp, a lowered pelvis, or point feet away from their body while walking; (3) mouse has either difficulty moving forward, shows minimal joint movement, does not use its feet to generate forward motion, has difficulty staying upright, or drags its abdomen on the ground; (4) mouse has reached end-stage. Mice were euthanized once they scored a 3 for the first time.

Kyphosis was scored as follows: (0) the mouse has the ability to straighten the spine when walking; (1) the mouse has mild curvature of the spine but has the ability to straighten it, (2) the mouse has mild curvature of the spine but does not have the ability to fully straighten it; (3) mouse has curvature of the spine that is maintained while walking or sitting; (4) mouse has reached end-stage. Mice were euthanized once they scored a 3 for the first time.

Tremor was scored as follows: (0) not observed; (1) mild tremor while moving; (2) severe tremor while moving; (3) severe tremor at rest and while moving; (4) mouse has reached end-stage. Mice were euthanized once they scored a 3 for the first time.

Motor function was measured on P20 and P24, while forelimb grip strength was measured every two days beginning at P16. Motor function was determined using an accelerating Rotamex-5 (Columbus Instruments). Briefly, animals were placed on a gradually accelerating apparatus (2.5 RPM to 25 RPM over 115 s), and the average RPM achieved before falling was recorded for each mouse during a three-trial session. Grip strength was measured using a Grip Strength Meter (Harvard Apparatus). Mice were scruffed and put in position to firmly latch onto a pull bar with their forelimbs and then pulled in the opposite direction. The average maximum force (Newtons) exerted by each animal before their release of the bar was recorded in three trial sessions. Animals that reached end-stage received a 0 score for rotarod and grip strength.

Kaplan-Meier survival analysis was conducted using the artificial end-points for each animal, which was determined when: (1) animals reached a score of 3 for gait, tremor, or kyphosis, (2) animals were unable to right themselves within 10 sec of being placed on their back, or (3) animals lost 20% of their peak weight.

### Immunohistochemistry

The brain and spinal cord were harvested following transcardial perfusion with PBS. The harvested tissues were subsequently fixed with 4% paraformaldehyde (v/v) at 4 °C and sliced into 40-μm sagittal and axial sections using a CM3050 S cryostat (Leica).

Tissue sections were washed three times with PBS and incubated in blocking solution [PBS with 10% (v/v) donkey serum (Abcam) and 1% Triton X-100] for 2 hr at RT. Tissue sections were then stained with primary antibodies in a blocking solution for 72 hr at 4 °C. Sections were washed three times with PBS and incubated with secondary antibodies in a blocking solution for 2 hr at RT. Following the incubation with the secondary antibodies, sections were washed three times with PBS and then mounted onto slides using VECTASHIELD HardSet Antifade Mounting Medium (Vector Laboratories). Slides were imaged using a Leica TCS SP8 confocal microscope (Beckman Institute for Advanced Science and Technology, Univ. Illinois) and an AxioScan.Z1 (Carl R. Woese Institute for Genomic Biology, Univ. Illinois). Image analysis was performed using CellProfiler software and Zeiss ZEN lite software.

The following primary antibodies were used: rabbit anti-HA (1:500, Cell Signaling Technology, C29P4), chicken anti-GFAP (1:1000, Abcam, ab4647), goat anti-Iba1 (1:800, NOVUS, NB100-1028SS), mouse anti-NeuN (1:500, EMD Millipore Corp, MAB377), mouse anti-pTDP-43 (1:3000, CosmoBio, ps409/410), rabbit anti-ubiquitin (1:200, Proteintech, 10201-2-AP), and chicken anti-NeuN (1:500, EMD Millipore Corp, ABN91).

The following secondary antibodies were used: donkey anti-rabbit Cy3 (1:200, Jackson ImmunoResearch, 711-165-152), donkey anti-mouse Alexa Fluor 488 (1:125, Jackson ImmunoResearch, 715-545-150), donkey anti-chicken Alexa Fluor 647 (1:125, Jackson ImmunoResearch, 703-605-155), and donkey anti-goat Alexa Fluor 647 (1:200, Jackson ImmunoResearch, 705-605-147).

### Image analysis

Quantification of cell numbers, inclusion counts, and inclusion size was performed using CellProfiler 4.2.1 (Broad Institute, Cambridge, MA)^64^. All imaging was performed by a blinded investigator and the same pipeline was used to analyze all condition(s) and/or group(s) from the same experiment.

Parameters for cell and inclusion size, as well as the thresholding and filtering methods, were implemented as previously described^102^. Briefly, cells were first identified using the Identify Primary Objects module. For sorbitol-treated cells, individual cells were identified by TDP-43 immunostaining using a global, two-class Otsu thresholding method. For cells transfected with the hTDP-43-YFP reporter plasmid, cells were identified by HA immunostaining using the global, robust background thresholding method. The shape of the cells was then used to distinguish clumped objects and to draw dividing lines between them. The cell diameter setting was 50 to 180 pixels for sorbitol-treated cells, 50 to 150 pixels for TDP-43^A315T^, and 60 to 180 pixels for TDP-43^M337V^ and TDP-43^G298S^.

Prior to quantifying inclusions, images were filtered to enhance foci. As previously described^103^, foci were defined as bright speckles by the Identify Primary Objects module, which distinguished clumped objects and segmented them by foci intensity. For sorbitol-treated cells, inclusions were identified using the global, two-class Otsu thresholding method and a thresholding correction factor of 5. TDP-43^+^ foci ranged from 3 to 25 pixels in diameter, while G3BPI^+^ foci ranged from 1 to 35 pixels in diameter. The Relate Objects module was then used to colocalize G3BPI^+^ foci and TDP-43^+^ foci, which were in turn mapped to their respective cells to quantify the number of cells carrying foci for both G3BPI and TDP-43. This number was divided by the total number of analyzed cells to determine the percentage of cells with G3BPI^+^ and TDP-43^+^ foci. For sorbitol-treated cells, we analyzed >300 cells per replicate for RfxCas13d and >134 cells per replicate for HiFi-RfxCas13d.

To identify YFP^+^ inclusions, the global, two-class Otsu thresholding method was used for TDP-43^A315T^ using a diameter range of 5 to 35 pixels. For TDP-43^M337V^ and TDP-43^G298S^ conditions, the global, robust background thresholding method was used to identify YFP^+^ inclusions in the range of 5 to 40 pixels. Once identified, inclusions were mapped to each cell using the Relate Objects module and the number inclusions per cell and the area occupied by inclusions were determined. At least 81 cells were quantified per replicate for cells expressing YFP^+^ inclusions.

To quantify images from tissue sections, cells were identified using the Identify Primary Objects module with the global, two-class Otsu thresholding method for GFAP^+^ and NeuN^+^ immunostaining or the global, robust background thresholding method for Iba1^+^ and HA^+^ cells. We analyzed: >900 GFAP^+^ cells and >600 Iba1^+^ cells per replicate for the neuroinflammatory analysis in TAR4/4 mice; >150 NeuN^+^ cells per replicate in MC for the viability analysis in TAR4/4 mice; and >80 GFAP^+^ cells, >218 Iba1^+^, and >304 NeuN^+^ cells per replicate for the tolerability measurements in B6SJLF1/J mice. Cells identified by HA were mapped to NeuN^+^ cells using the Relate Objects module to find the percentage of HA^+^ neurons ( > 104 NeuN^+^ cells were analyzed per replicate to quantify transduction).

For SC NeuN^+^ viability analysis in TAR4/4 mice, >105 cells were analyzed per replicate (both anterior horns per section with >2 sections per replicate) by a blinded investigator.

To identify inclusions in NeuN^+^ cells in the MC in TAR4/4 mice, objects identified as neurons were used as a mask for the pTDP-43 and ubiquitin immunostaining. Prior to quantifying inclusions, images were filtered to enhance foci. Then, to find inclusions, the Identify Primary Objects module was used with the global two-class Otsu thresholding method using foci intensity to distinguish clumped objects. The number of foci per image was quantified and this number was divided by the total number of NeuN^+^ cells identified ( > 150 cells were analyzed per replicate).

### RNA sequencing

Library construction was performed by the Roy J. Carver Biotechnology Center (Univ. Illinois) as previously described^49^. Briefly, libraries were prepared with the Kapa Hyper Stranded mRNA library kit (Roche), quantitated by qPCR, pooled, and sequenced on two SP lanes for 101 cycles from one end of the fragments on a NovaSeq 6000 with V1.5 sequencing kits. FASTQ files were generated and demultiplexed with the bcl2fastq v2.20 Conversion Software (Illumina). The quality of the demultiplexed FastQ files was evaluated using FastQC (version 0.11.8). Average per-base read quality scores were high quality (over 30 in all samples) and no adapter sequences were found.

RNA-seq analysis was conducted by the High-Performance Biological Computing Core (Univ. Illinois) as previously described^49^. Salmon3 version 1.5.2 was used to quasi-map reads to the transcriptome and to quantify the abundance of each transcript. Transcriptomes were indexed using the decoy-aware method in Salmon with the entire *Mus musculus* transcriptome file (GCF_000001635.27_GRCm39_genomic.fna) from NCBI FTP site as the decoy sequence. Then quasi-mapping was performed to map reads to the transcriptome with additional arguments: --seqBias and --gcBias were used to correct sequence- and GC-specific biases, --numBootstraps=30 was used to compute bootstrap transcript abundance estimates and --validateMappings and --recoverOrphans were used to improve the accuracy of mappings.

Gene-level counts were estimated based on transcript-level counts using the “lengthScaledTPM” method from the tximport package to provide accurate gene-level counts estimates and to keep multi-mapped reads in the analysis. Eight groups, including the RfxCas13d, RfxCas13d-N2V7 and DiCas7–11 groups and two additional control groups, were included in the RNA-seq analysis. DEG analysis was performed using the limma-trend method using a model for all eight groups, with 10 pairwise comparisons subsequently pulled from the model. An FDR adjustment was then conducted globally across the pairwise comparisons. 

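Adjusting over 10 comparisons together sets the p-value threshold by the comparisons with the most changes. By limma-trend, 22180 of the 139010 tests passed, of which 92.7% came from the 7 comparisons with untransfected cells. The largest unadjusted p-value that passed was 0.00797, which 111 of 13901 genes would reach by chance in each comparison. With the adjustment within each comparison, limma-trend called 224 genes for RfxCas13d, 40 for HiFi-RfxCas13d and 133 for DiCas7-11. In 20 simulations, added after the data were seen, with both arms of an effector set to their common mean, so without a difference between mATXN2 and NTG, the adjustment over 10 comparisons called a median of 126 genes for RfxCas13d, 107.5 for HiFi-RfxCas13d and 119 for DiCas7-11. These medians equal 17.8%, 40.0% and 18.7% of the genes called in the data. The most called in a simulation were 145, 129 and 147, and 0 genes were called for all 3 effectors. With the adjustment within each comparison, at most 2 genes were called in any simulation. The simulations use 1 spread per gene for all groups, and the NTG samples of DiCas7-11 differ more from each other than those of the other groups, so they set no bound for DiCas7-11.

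**Figure D3:**
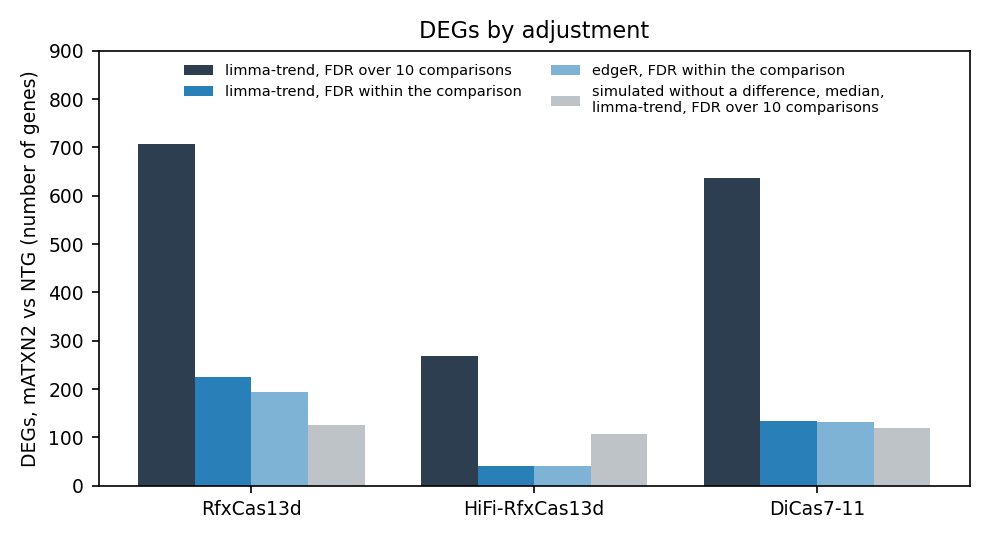
Number of DEGs between mATXN2 and NTG (vertical axis) for each effector (horizontal axis) by test and adjustment, beside the median of 20 simulations without a difference. For HiFi-RfxCas13d the bars stand at 269, 40 and 41 DEGs and at 107.5 simulated calls.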

The processed RNA-seq data for the analysis is available in Supplementary Data 1.

Overrepresentation analysis and functional annotation was performed using DAVID^104^ to identify the enriched biological terms associated with the differentially expressed genes. Biological processes from the Gene Ontology (GO) database with FDR *P*-values < 0.05 were determined as enriched terms. Venn diagrams were produced using BioVenn^105^.

### Statistical analysis and reproducibility

Statistical analysis was performed using GraphPad Prism 9. For in vitro studies, mATXN2-T2A-EGFP fluorescence, mCherry fluorescence and TDP-YFP fluorescence, ATXN2 mRNA and ataxin-2 protein, as well as inclusion sizes, numbers and percentages were compared using an unpaired one-tailed *t*-test. For in vivo studies, ataxin-2 mRNA, hTDP-43 mRNA, neuronal viability, microgliosis and astrogliosis, pTDP-43 protein and NeuN^+^ cells with pTDP-43- and ubiquitin-immunoreactive inclusions were compared using an unpaired one-tailed t-test; gait impairment, kyphosis, grip strength and weight were compared by two-way analysis of variance (ANOVA); tremor was analyzed by a mixed effects model (note: a mixed effects model was used due to the unequal sizes of the groups for this specific measurement); rotarod was compared using an unpaired one-tailed *t*-test. Survival was analyzed by Kaplan-Meier analyses using the Log-rank test.

For all in vitro experiments, three independent biological replicates were used at minimum. No statistical method was used to predetermine the sample size for the in vitro experiments. For all qPCR measurements, if no or minimal amplification was observed for housekeeping transcripts, the amplification was repeated. If no or minimal application of the housekeeping transcript was observed again, the sample was omitted from the analysis. For the SG analysis, images that possessed less than two cells by Cell Profiler and/or had an artifact that posed a risk of confounding the analysis were excluded from the computational pipeline.

For in vivo experiments, the expected effect and error were informed from published literature^26^. From this information, the target sample size for each experiment was determined by power calculations using α = 0.05 and β = 0.80. The sample size reflects the number of independent biological replicates. No data were excluded from the behavior study. For quantification of the neuropathological hallmarks, images that possessed artifacts that could be misidentified by CellProfiler as cells and/or inclusions were excluded from the computational pipeline. Only one mouse, which had a severely undersized brain relative to its littermates and was injected with AAV9-CBh-RfxCas13d-NTG was removed from the analysis. This animal was replaced by another mouse.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Peer Review File

### Source data

Source Data

## Data Availability

Source Data are provided as a Source Data file. The unprocessed fluorescence microscopy images for Figs. 2, 3 and 4 are available from Figshare at 10.6084/m9.figshare.24187503, while the unprocessed images for the figures in the Supplementary Information are available at 10.6084/m9.figshare.24195102. RNA-seq data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession no. GSE244306. All Source Data is also available upon request from the corresponding author. Source data are provided with this paper.

# Supplementary material for: Mitigating a TDP-43 proteinopathy by targeting ataxin-2 using RNA-targeting CRISPR effector proteins
**Source:** Nat Commun. 2023 Oct 14;14:6492. doi: 10.1038/s41467-023-42147-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title: Supplementary Data 1.**

**Description:** Processed RNA-seq data.

**Title: Supplementary Data 2.**

**Description:** Gene ontology (GO) and biological process (BP) term analysis of DEGs for RfxCas13d, HiFi-RfxCas13d and DiCas7-11.

**Title: Supplementary Data 3.**

**Description:** Gene ontology (GO) and biological process (BP) term analysis of up-regulated DEGs for RfxCas13d, HiFi-RfxCas13d and DiCas7-11.

**Title: Supplementary Data 4.**

**Description:** Gene ontology (GO) and biological process (BP) term analysis of down-regulated DEGs for RfxCas13d, HiFi-RfxCas13d and DiCas7-11.

**Title: Supplementary Data 5.**

**Description:** List of DEGs and overlapping DEGs between RfxCas13d, HiFi-RfxCas13d and DiCas7-11.

**Title: Supplementary Data 6.**

**Description:** Gene ontology (GO) and biological process (BP) term analysis of overlapping DEGs between RfxCas13d, HiFi-RfxCas13d and DiCas7-11.

How the deposited data were processed for this re-analysis (not part of the article)

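RNA-seq was analysed for 24 samples of Neuro2A cells in 8 groups of 3: RfxCas13d, HiFi-RfxCas13d and DiCas7-11, each with the mATXN2-targeting crRNA or the NTG crRNA, collected 48 hr after transfection, untransfected cells, and cells given an ASO against ataxin-2. The authors quantified reads with Salmon against the mouse transcriptome of NCBI, with corrections for sequence and GC bias, and summed them to genes with the lengthScaledTPM method of tximport; the values they deposited are expected counts, not normalized for library size, for 39253 genes. A column of the table marks the 12874 genes the authors kept, and the other genes hold 0.0945% of the counts. The paper names GRCm39 as the genome, and no coordinates are given here.

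Samples were grouped by effector and crRNA from their labels. The totals per sample were between 12665725 and 22504999, with the highest in the ASO samples (21874644 to 22504999). In pairs of replicates, differences per gene were 1.68 to 2.55 times counting noise in chi-square in 7 groups and 3.33 to 5.58 times among the NTG samples of DiCas7-11, so that both depth and the spread between replicates limit the precision.

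Expected counts were rounded to whole numbers for edgeR (version 4.0.16 in R 4.3.3). Genes with at least 0.5 CPM in at least 3 samples were kept (13901 genes), TMM normalization was applied, and the quasi-likelihood test was fitted to all 24 samples with a coefficient per group. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The comparisons were mATXN2 with NTG for each effector, NTG with untransfected cells, the ASO with untransfected cells, and the differences between effectors in their response. The paper's procedure was run with limma-trend (version 3.58.1) on log2 CPM with a prior count of 3 and an adjustment over 10 comparisons together. The paper's text does not list the 10, nor the rule for keeping genes. Up-regulated shares have Wilson intervals at 95% confidence, and overlaps were counted by gene symbol.

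The named genes were fixed by a rule before the data were examined: Atxn2, the 6 H3-K4 methyltransferases, and per effector the 2 largest rises and 2 largest falls among edgeR's DEGs with a mean of at least 50 counts and no overlap between the 3 mATXN2 and 3 NTG samples. The gene sets were fixed at the same time: H3-K4 methyltransferases, ATP synthase, cytosolic ribosomal proteins, and the sets mRNA splicing and respiratory electron transport of the Reactome collection in fgsea (version 1.28.0). They were tested with camera at a correlation of 0.01, with fry and with an estimated correlation. The H3-K4 methyltransferases and ATP synthase overlap lists of Supplementary Data 2, which the study chose on these samples. Tests of these sets are therefore not independent of the paper's enrichment results.

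Transcript length, coding length and GC content came from the GENCODE M21 annotation of GRCm38, another build than the authors', and were matched by Entrez identifier for 88.4% of the tested genes (length) and 87.2% (coding length). Corrections for these properties subtract from each library a lowess curve of its log2 ratio to the mean of all libraries, with a span of 0.3, and for coding length also 0.05.

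The alternatives tried were other normalization, filters, tests, sets of samples and adjustments, a block for the replicate number, the corrections above, and leaving out each library in turn; DESeq2 (version 1.42.0) served as an alternative test. The scripts were tested on simulated data in which 200 genes were changed: edgeR's test called 99 of 100 genes changed by 1 on the log2 scale and 69 of 100 changed by 0.3, with 11 calls among 13701 unchanged genes. The procedure of the paper called 100 and 79 of them, with 80 calls among the unchanged genes. Simulated libraries with a trend on coding length gave 2152 to 2332 calls per effector without the coding length correction and 0 with it. The simulated trend was linear in log2 coding length, while in the data the medians rose mainly among the longest coding sequences. The simulation thus does not show that the correction removes a trend of that shape.

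Enrichment of GO terms was not analysed here, since no GO annotation was at hand. Supplementary Data 1 was held only in part (761 genes) and was used only to check the matching of columns. qPCR, flow cytometry and mouse data were not analysed here, apart from the qPCR values of the source data, which are given as the paper's.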

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

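The results below come from samples that the paper's results do not report on, the untransfected cells and the cells given the ASO. The tests on library size and GC content were chosen after these results had been seen; the splits of the samples were not.

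In cells given the ASO against ataxin-2, Atxn2 was at 52.0 ± 2.77 CPM (SD, n = 3) against 123 ± 1.78 CPM (SD, n = 3) in untransfected cells, a log2 fold change of -1.25 (standard error 0.039, adjusted p = 1.65e-19 by edgeR with Benjamini-Hochberg adjustment; over the alternatives, adjusted p ran from 1.36e-191 to 1.04e-11). All 3 ASO samples lay below all 3 untransfected samples. The ASO libraries were the deepest. With every library thinned at random to the smallest total, the log2 fold change was -1.24, which argues against library size as the cause. A fall of its target is what the design of the ASO group names as the biological explanation.

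Between the ASO and untransfected cells, 5938 genes were called by edgeR's test (2919 higher and 3019 lower). After thinning, 5375 genes were called, and after a correction of each library for GC content 6101, so neither library size nor a GC trend can be the whole cause. Of the 10 splits of the 6 samples, 1 gave as many genes, the real one, and the most in another split was 0; with 10 splits, the share cannot fall below 0.1. The groups differ in the ASO and in its delivery together, the paper does not describe the ASO treatment, and no control oligonucleotide is among the samples analysed here, so an effect of lower ataxin-2 cannot be separated from one of the treatment. Both stay open.

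Between NTG and untransfected cells, 1565 genes were called for RfxCas13d, 2912 for HiFi-RfxCas13d and 3044 for DiCas7-11. Thinned to 1 total, the counts were 1298, 2599 and 2668, and after the GC correction they were 1469, 2813 and 2956, which argues against either as the whole cause. For each effector, 1 of the 10 splits of the 6 samples gave as many genes, the real one; the most in another split was 1, 0 and 2. Without RfxCas13d NTG replicate 1, the count for RfxCas13d was 1032. Transfection, the plasmid, the effector and the NTG crRNA differ together between these groups, so these biological explanations were not separated. The 3 comparisons share the same untransfected samples, and no overlap between them was computed.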

How the results depend on the processing

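The alternatives were set before the data were examined, except the 5 that use the authors' kept genes or correct for GC content or coding length, which were chosen after the data were seen. Coding length was turned to only after the correction for transcript length had left most of the shared calls in place, and several spans of its curve were tried. Unless a value or the setting itself shows otherwise, the cause of a change was not tested.

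Genes called by edgeR's test for RfxCas13d, HiFi-RfxCas13d and DiCas7-11 numbered 193, 41 and 131. Testing every gene with a nonzero count gave 434, 201 and 366, the adjustment over 10 comparisons 665, 275 and 643, and only the 6 samples compared 389, 105 and 1. DESeq2's Wald test gave 66 genes for HiFi-RfxCas13d and 286 for DiCas7-11. The coding length correction gave 123 genes for RfxCas13d and 19 for HiFi-RfxCas13d, its wide span 17 for HiFi-RfxCas13d, GC and coding length together 87, 22 and 37, and GC alone 74 for DiCas7-11. With all libraries, HiFi-RfxCas13d had the fewest calls of the 3 under each alternative of edgeR's counts except only the 6 samples compared, where DiCas7-11 had 1. Across the 6 fits that each left out 1 library, the counts ran from 43 to 141 for RfxCas13d, from 21 to 28 for HiFi-RfxCas13d and from 16 to 605 for DiCas7-11, the last pair without NTG replicates 2 and 1. They ran from 1032 to 1170, from 2185 to 2539 and from 2098 to 3386 for NTG against untransfected cells, and from 5183 to 5491 for the ASO. With only the 6 samples compared, NTG against untransfected cells gave 1855 genes for DiCas7-11.

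Atxn2 fell under every alternative run. Its log2 fold change was -0.20 for DiCas7-11 with only the 6 samples compared, where its adjusted p was 0.0804 by edgeR with Benjamini-Hochberg adjustment. Without 1 library, it ran from -0.12 to -0.09 for RfxCas13d, from -0.27 to -0.21 for HiFi-RfxCas13d, from -0.22 to -0.19 for DiCas7-11 (adjusted p up to 0.0707) and from -1.27 to -1.20 for the ASO.

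The differences between effectors numbered 0 genes in the 3 tests (p-values under 0.05 without adjustment: 855, 1028 and 1084). For HiFi-RfxCas13d against RfxCas13d they numbered 83 with no filter and 1 with only the samples compared. For HiFi-RfxCas13d against DiCas7-11 they numbered 80 with no filter, 1 with only the samples compared and 2 after the coding length correction, and from 0 to 5 without 1 library. For RfxCas13d against DiCas7-11 they numbered 72 with no filter and 4 with the replicate block.

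By the paper's procedure, the counts of 707, 269 and 636 became 224, 40 and 133 with the adjustment within each comparison and 172, 56 and 125 with that over the 3 comparisons. GC and coding length together gave 402 for DiCas7-11. Without 1 library they ran from 451 to 617, from 191 to 239 and from 318 to 1146. The up-regulated share for RfxCas13d (54.5%) was 65.6% with the adjustment within each comparison, 66.9% over the 3 comparisons, 50.8% with DESeq2's size factors, 58.3% with the length correction, 64.0% with the GC correction and 58.4% with GC and coding length together. For HiFi-RfxCas13d (79.9%) it was 95.0%, 96.4%, and with the replicate block 73.6%, the length correction 68.5%, both together 65.5%, the coding length correction 65.7%, its wide span 65.7%, and GC and coding length together 64.9%. For DiCas7-11 (49.1%) it was 57.9%, 60.0%, and 53.2% with no filter, 44.2% with the replicate block and length correction, 57.2% with the GC correction, 43.6% with the coding length correction and 43.7% with its wide span. Without 1 library, the shares ran from 48.5% to 53.2%, from 69.7% to 82.0% and from 43.4% to 57.8%.

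The 66 genes shared by all 3 effectors became 27 with the adjustment within each comparison, 30 over the 3 comparisons, 33 after the coding length correction, 36 with its wide span and 31 with GC and coding length together. RfxCas13d and HiFi-RfxCas13d (108) shared 31, 34, 71 with no filter, and 58, 61 and 62 after the 3 coding length corrections in that order. HiFi-RfxCas13d and DiCas7-11 (90) shared 29, 34 and, with GC and coding length together, 54. RfxCas13d and DiCas7-11 (144) shared 46, 42, 89 with no filter and 67 with GC and coding length together. Without 1 library the counts ran from 51 to 86, from 72 to 98, from 63 to 122 and from 93 to 224.

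Of the 5 gene sets, 4 passed for RfxCas13d, 4 for HiFi-RfxCas13d and 3 for DiCas7-11. The length correction left 2, 1 and 1, and the replicate block with length correction 2 and 1 for the first pair. For DiCas7-11, fry, camera with an estimated correlation and the GC correction left 1, and GC and coding length together left 0; without 1 library it ran from 1 to 3, while for the other effectors it stayed at 4.

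Directions changed in single genes and sets. Kmt2c changed to -0.065 (coding length), -0.003364 (its wide span) and -0.058 (GC and coding length) for RfxCas13d, to -0.073 and -0.075 (coding length; GC and coding length) for HiFi-RfxCas13d, and to -0.002291 (length), -0.001546 (replicate block with length), -0.14 (coding length), -0.080 (wide span) and -0.13 (GC and coding length) for DiCas7-11. Setd1a changed to -0.007271 (GC and coding length) and -0.034 (without mATXN2 replicate 1; up to 0.059 without another library) for RfxCas13d, and to -0.003474 (coding length), -0.009854 (its wide span), -0.00367 (GC and coding length), -0.004456 (without NTG replicate 2) and -0.004701 (without mATXN2 replicate 1; up to 0.053 without another library) for HiFi-RfxCas13d. Cytosolic ribosomal proteins of DiCas7-11 changed to -0.004354 under the length correction, with or without the replicate block; under the GC correction (0.00126) and GC and coding length together (1.3e-04) the mean stayed above 0 while the set fell relative to other genes. For mRNA splicing of HiFi-RfxCas13d, the direction relative to other genes changed without NTG replicate 1 (mean 0.001293) and without mATXN2 replicate 2 (mean -0.002414); without 1 library its mean reached 0.021. Of the 860 fits of the 43 single genes and sets, these included, 711 kept direction and side of the threshold, 108 lost the threshold, 18 gained it and 23 changed direction.

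The replicate numbers do not pair the samples: the deviations of same-numbered mATXN2 and NTG samples correlated from -0.11 to 0.14. With the replicate block, edgeR called 292 genes for RfxCas13d and 251 for DiCas7-11, and with the length correction too, 285 for DiCas7-11; it gave 73.6% and 4 as above.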

Differences from the paper's values

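By edgeR's test with Benjamini-Hochberg adjustment within the comparison, 193 genes were called for RfxCas13d against the paper's 727, 41 for HiFi-RfxCas13d against the paper's 273, and 131 for DiCas7-11 against the paper's 659. Of the alternatives set before the data were examined, the adjustment over 10 comparisons brought all 3 counts within 1.5 times of the paper's (665, 275 and 643). Testing every gene with a nonzero count did so for HiFi-RfxCas13d (201), and leaving out NTG replicate 1 did so for DiCas7-11 (605). None of the others did. The count of 201 carries little weight, since the same setting took the adjusted p of Atxn2 with the ASO to 1.36e-191 by edgeR. The paper's methods name limma-trend and an adjustment over 10 comparisons, and that procedure gave 707, 269 and 636 genes. With the authors' kept genes, a setting chosen after the values were seen, it gave 726, 273 and 659.

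The paper's qPCR, from its source data, gives a decrease of Atxn2 mRNA of 51.0% for RfxCas13d (SD of the paper's values 23.9%, n = 4), 49.4% for HiFi-RfxCas13d (SD 9.92%, n = 3) and 55.4% for DiCas7-11 (SD 21.4%, n = 3); the paper does not say whether the same RNA was sequenced. The counts gave decreases of 6.87%, 14.8% and 13.0%. None of the alternatives set before the data were examined closed the gap: they gave decreases from 5.34% to 8.13%, from 13.4% to 17.3% and from 12.1% to 14.1%.

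The paper states in Fig. 5f that no theme was enriched for DiCas7-11. The H3-K4 methyltransferases tested here as a set were higher with DiCas7-11, with a mean log2 fold change of 0.21. These measures are unlike: the paper tested terms for over-representation among its DEGs, and camera tested a fixed set here. By the procedure of the paper, 3 of the 6 genes were called for DiCas7-11. After a correction for GC content and coding length together, the set did not pass (adjusted p = 0.174 from camera). The results therefore do not contradict each other. The paper reports histone H3-K4 dimethylation for RfxCas13d, and Supplementary Data 2 lists trimethylation and monomethylation, but not dimethylation, for it.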

Other observations

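The tests on coding length, GC content, library size and Gapdh, the simulations and the reading of the counts for DiCas7-11 against its other splits were chosen after the results had been seen; those on transcript length, the adjustment and the splits of the samples were set before the data were examined.

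Genes shared by all 3 effectors have long coding sequences, and genes with long coding sequences rose as a class with each effector. As the median over the 64 genes with coding sequences over 10000 bases, each library's log2 deviation from the mean of all libraries was higher with mATXN2 than with NTG by 0.21 for RfxCas13d, 0.25 for HiFi-RfxCas13d and 0.20 for DiCas7-11 (stratified exact permutation test over 8000 relabelings, two-sided p = 0.0005). NTG replicate 3 of DiCas7-11, at 0.05, lay with the mATXN2 libraries. After a correction for transcript length, 47 of the 66 shared genes were still shared, which argues against a bias in transcript length as the whole cause. After the correction for coding length, 20 of the 66 were still shared and 13 others were gained, where 0.436 would be shared by independent calls. Of the 33 shared after it, 22 rose with all 3 effectors, against 65 of the 66 before. A trend on coding length can thus be part of the pattern, and all of it only if the correction left some of the trend in place. The correction acts on a trend whatever its source, and it does not tell a difference between libraries from a response of the cells. In cells given the ASO, the same 64 genes had a median log2 fold change of 0.42, and of 0.40 with all libraries thinned to 1 total, so library size is not the cause there. A response to lower Atxn2 and a trend between libraries both stay open.

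The H3-K4 methyltransferases rose with each effector. Among 10000 lists of genes of like coding length and level, their median lay at the 94.6th, 93.6th and 96.4th percentile for RfxCas13d, HiFi-RfxCas13d and DiCas7-11, where with lists matched on level alone none of the 10000 was as high. After the coding length correction the adjusted p of the set was 0.0509, 0.0697 and 0.0307 by camera with Benjamini-Hochberg adjustment (0.00406, 0.00159 and 0.00326 with its wide span; over all alternatives from 1.08e-07 to 0.202, from 1.78e-10 to 0.0900 and from 4.60e-10 to 0.174). The rise of this set and that of other genes with long coding sequences cannot be told apart with these data, since the outcome turns on the correction used and the percentiles lie on both sides of 95. With the ASO, Kmt2d rose by 0.84 and Kmt2a by 0.70 on the log2 scale.

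Counts of DEGs depended on the adjustment. The adjustment over 10 comparisons gave at least 3.16 times as many genes as that within each comparison by limma-trend. In 20 simulations, added after the data were seen, without a difference between mATXN2 and NTG, at most 145 genes were called for RfxCas13d or HiFi-RfxCas13d, fewer than the 707 and 269 called in the data, so chance calls cannot account for all of them. For DiCas7-11 the simulations set no bound, since its NTG samples differ more from each other than the 1 spread per gene of the simulations allows: another split of its 6 samples gave 587 genes, against 636 in the real one, and how many of the 636 are chance calls stays open.

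Fewer genes were called for HiFi-RfxCas13d than for the other effectors. The log2 fold changes correlated with GC content across genes for RfxCas13d (Spearman rho 0.242) and DiCas7-11 (0.327) and less for HiFi-RfxCas13d (0.0318); genes are not independent replicates. After the GC correction, the paper's procedure called 2.10 times as many genes for RfxCas13d as for HiFi-RfxCas13d, which argues against a GC trend as the whole cause of that difference. For DiCas7-11 the ratio was 1.47 by the paper's procedure, and edgeR called 74 genes against 42, so both tests still called fewer for HiFi-RfxCas13d. The ratios lie on both sides of 1.5, the ratio from which counts were taken to differ, so a GC trend and a difference in response cannot be told apart for this pair.

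The fall of Atxn2 was smaller in the counts than in the paper's qPCR, which is normalized to GAPDH. The only rise of Gapdh between mATXN2 and NTG was a log2 fold change of 0.002709, in DiCas7-11, with -0.017 for RfxCas13d and -0.030 for HiFi-RfxCas13d, so the data argue against a rise of Gapdh in the sequenced cells as the cause. Whether the qPCR used the same RNA is not stated in the paper, and other explanations were not tested.

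Of the 10 splits of the 6 samples of each effector, 1 gave as many DEGs by edgeR's test as the real groups for RfxCas13d, HiFi-RfxCas13d and DiCas7-11, the real split itself; the most in another split was 0, 0 and 10. By the paper's procedure it was also 1 of 10, with up to 127, 113 and 587 genes in other splits, against 707, 269 and 636. As many gene sets passed in 2 of 10 splits for RfxCas13d, 2 of 10 for HiFi-RfxCas13d and 1 of 10 for DiCas7-11. In the other splits a median of 3, 2 and 1 of the 5 sets passed. Those splits mix the arms and keep part of any real difference, so how often camera passes sets by chance stays open. With 10 splits, no share can fall below 0.1. Of 100 joint relabelings of the 3 effectors, 1 gave as many shared genes, the real one, for each pair and for all 3. The most in another was 39 for all 3, against 66 in the real one. For the pairs, the most in another was 83 for RfxCas13d and HiFi-RfxCas13d, against 108. It was 54 for HiFi-RfxCas13d and DiCas7-11, against 90, and 106 for RfxCas13d and DiCas7-11, against 144. For the differences between effectors, the real groups gave 0 genes, so each of the 60 relabelings drawn gives at least as many whatever the data, and they tell nothing about how the real groups compare with chance; the most was 2, 144 and 559.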
